# Integrated analysis of transcriptome and miRNAome reveals the heat stress response of *Pinellia ternata* seedlings

**DOI:** 10.1186/s12864-024-10318-x

**Published:** 2024-04-23

**Authors:** Chen Bo, Mengmeng Liu, Qian You, Xiao Liu, Yanfang Zhu, Yongbo Duan, Dexin Wang, Tao Xue, Jianping Xue

**Keywords:** *Pinellia ternata*, Heat stress, Transcriptome, miRNAs, Regulation

## Abstract

*Pinellia ternata* (Thunb.) Briet., a valuable herb native to China, is susceptible to the “sprout tumble” phenomenon because of high temperatures, resulting in a significant yield reduction. However, the molecular regulatory mechanisms underlying the response of *P. ternata* to heat stress are not well understood. In this study, we integrated transcriptome and miRNAome sequencing to identify heat-response genes, microRNAs (miRNAs), and key miRNA-target pairs in *P. ternata* that differed between heat-stress and room-temperature conditions. Transcriptome analysis revealed extensive reprogramming of 4,960 genes across various categories, predominantly associated with cellular and metabolic processes, responses to stimuli, biological regulation, cell parts, organelles, membranes, and catalytic and binding activities. miRNAome sequencing identified 1,597 known/conserved miRNAs that were differentially expressed between the two test conditions. According to the analysis, genes and miRNAs associated with the regulation of transcription, DNA template, transcription factor activity, and sequence-specific DNA binding pathways may play a major role in the resistance to heat stress in *P. ternata*. Integrated analysis of the transcriptome and miRNAome expression data revealed 41 high-confidence miRNA-mRNA pairs, forming 25 modules. MYB-like proteins and calcium-responsive transcription coactivators may play an integral role in heat-stress resistance in *P. ternata*. Additionally, the candidate genes and miRNAs were subjected to quantitative real-time polymerase chain reaction to validate their expression patterns. These results offer a foundation for future studies exploring the mechanisms and critical genes involved in heat-stress resistance in *P. ternata*.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10318-x.

## Introduction

Global warming has led to an increased incidence of extreme heat, which is a main factor affecting plant yield [1]. Besides the impact on the plant phenotype, heat stress disrupts cellular homeostasis, severely affecting their growth and development, leading to death in some cases [2]. Heat stress, particularly high-temperature stress, inhibits a wide range of physiological and biochemical responses in plants, including changes in water use, cell membrane stability, photosynthesis, and secondary metabolite and phytohormone levels [3]. Consequently, examining plant reactions to high temperatures will enhance our understanding of thermal adaptation at the molecular level and advance the identification of heat-resistant cultivars through genetic enhancement.

Plants possess distinct adaptive mechanisms that protect them from environmental stress [4]. These mechanisms are typically governed by intricate regulatory networks comprising multiple genes. Exploring gene interactions and genetic mechanisms is challenging because traditional research methods are often limited to the structure and function of genes. Transcriptome sequencing is a crucial approach for analyzing gene expression levels, identifying differentially expressed genes, exploring functional genes, and studying genetic evolution [5]. The technology has been exploited to study plant hormone signaling pathways, transcription factors (TFs), and protein kinases that respond to heat stress in a wide range of plants [6–8].

MicroRNAs (miRNAs) are produced from a single-stranded RNA precursors with a hairpin secondary structure and typically ranges from 20 to 24 nucleotides in size [9]. Plant miRNAs have a variety of biological functions and are involved in regulating plant growth and development, hormone signaling, and environmental stress responses [10]. They act as epigenetic regulators and negatively regulate gene expression at the post-transcriptional level, either by directly cleaving the target mRNA or by inhibiting the translation of the target gene by recognizing and binding to their mRNAs [11, 12]. High-throughput sequencing allows the easy and rapid identification of miRNAs in plants, which can be further combined with transcriptome and bioinformatics analyses to screen for miRNA target genes and enrich their regulatory networks.

*Pinellia ternata* (Thunb.) Briet. is a perennial herb of the Araceae family that has been traditionally used in Chinese medicine [13]. Its tuber is highly valued for medicinal uses and known for its antiemetic, antitussive, analgesic and sedative properties [14, 15]. The complex components of *P. ternata*, including alkaloids, organic acid, polysaccharose, proteins, and nucleosides, have been well-documented [16, 17]. Among these, alkaloids are recognized as the main active ingredients and believed to exert anticancer effects [18]. Currently, the market demand for *P. ternata* is increasing. However, owing to the changing climate and increased indiscriminate logging, natural resources of *P. ternata* have been significantly reduced [19]. Consequently, artificial cultivation has become the primary production method. High temperatures are one of the most influential factors in the average growth of *P. ternata*; Atmospheric temperature above 30 °C can cause “sprout tumble” in plants, where the above-ground parts rapidly wilt and die [20]. The “sprout tumble” in *P. ternata* is a response to heat stress rather than a necessary physiological process [21]. One small heat-shock protein (sHSP), two heat-shock proteins (HSPs), and one stearoyl-ACP-protein desaturase (SAD) were found in an SSH library of *P. ternata* under heat stress [22]. The overexpression of *PtsHSP17.2* in tobacco increased the water retention and antioxidant capacity of transgenic plants, leading to a significant increase in heat tolerance [23]. In addition, overexpression of *PtSAD* in *P. ternata* reduced heat tolerance and increased the proportion of unsaturated fatty acids in transgenic plants [24]. Recent studies have shown that the PtNAC66 transcription factor enhances tolerance to heat stress in transgenic *Arabidopsis* by binding to and repressing the expression of the promoter regions of CYP707A3, MYB102, and NAC055, respectively [25]. Although progress has been made, our understanding of the molecular regulatory mechanisms underlying heat stress tolerance in *P. ternata* remains limited.

In this study, high-throughput sequencing was performed to investigate the changes in the transcriptome and miRNAs of *P. ternata* under heat stress. We screened for differentially expressed genes (DEGs) and identified miRNAs involved in the heat-stress response of *P. ternata*, providing a new theoretical basis for studying the molecular mechanisms and key resistance genes associated with “sprout tumble.”

## Materials and methods

### Plant material, growth conditions and treatments

The *P. ternata* variety used in the study was tested using tubers 1 cm in diameter from the Huaibei Normal University’s experimental field. The tubers were planted in pots and placed in a constant temperature-and-light incubator with a temperature of 25 ℃, light intensity of 4,000 lx, and a photoperiod of 16 h of light followed by 8 h of darkness. The conditions for the heat treatment of *P. ternata* have been previously described [24]. Seedlings that displayed consistent growth trends and reached a height of 15 cm were selected for the heat treatment experiment. The selected seedlings were subjected to a temperature of 40 ℃ for either 0–24 h while keeping all other conditions the same as those in the control group. Samples of leaves were collected, immediately frozen in liquid nitrogen, and stored at − 80 ℃ for further analysis. The experiments were performed three times, with three biological replicates per treatment.

### DAB, NBT staining and biochemical index determination

Leaves of *P. ternata* seedlings were soaked in 1 mg/mL DAB and 0.5 mg/mL NBT staining buffers, vacuum-infiltrated for 20 min, stained in the dark at 28 ℃ for 8 h, and boiled in ethanol: lactic acid: glycerin (3:1:1) for 5 min before observation [26]. The specimens gathered before and after heat treatment were examined, with the concentration of chlorophyll in the foliage and stalks gauged using the Lichtenthaler method [27]. Malondialdehyde (MDA) content and peroxidase (POD) activity in the plant materials were assessed according to previously published methods [23].

### Total RNA extraction, cDNA library construction and sequencing

Leaves from *P. ternata* seedlings were collected under normal and heat-treated (40 ℃ for 24 h) conditions at the three-leaf stage. TRIzol reagent (Sangon Biotech, Shanghai, China) was used to extract total RNA from the tissue samples. To ensure the accuracy of the experiment, the concentration and purity of RNA were determined using a NanoDropND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The integrity of total RNA was assessed using an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Next, 1.0 µg RNA from each group was randomly fragmented. Equal amounts of RNA from each sample were sequenced on an Illumina HiSeq2500 sequencer (Illumina, San Diego, CA, USA) at the Sangon Biotech Company (Shanghai, China) to construct strand-specific RNA-seq libraries. For the RNA-seq analysis, three biological replicates were used for each condition.

### Data processing and identification of DEGs

The initial output generated by the sequencing instrument was designated as raw reads. Raw reads obtained from each sample were subjected to a series of filtering steps. First, reads containing more than 10% of unknown nucleotides were removed. Additionally, reads with more than 40% low-quality bases were discarded. Finally, adapter sequences were eliminated from the reads using the Illumina adapter list. The remaining good-quality reads were subsequently subjected to de novo assembly using the Trinity software [28]. Transcript abundance reflects gene expression levels; the higher the transcript abundance, the higher the level of gene expression. To make the estimated gene expression levels comparable between different samples, the TPM algorithm in the Salmon software was used to measure the relative abundance of transcripts in each group of samples. DEGs in the samples were screened by DESeq; *q*-value < 0.05 and log_2_(fold change) > 1 were used as screening criteria to determine the significance of expression levels.

### Gene annotation

To annotate the identified genes, alignments were performed based on the following databases: NCBI non-redundant protein sequences (NR) (http://ncbi.nlm.nih.gov/), NCBI nucleotide sequences (NT) (http://ncbi.nlm.nih.gov/), Conserved Domain Database (CDD) (https://www.ncbi.nlm.nih.gov/cdd/), Swiss-Prot (http://www.uniprot.org/), TrEMBL (http://www.expasy.ch/sprot/), Gene Ontology (GO) (http://www.geneontology.org/), Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/), euKaryotic Ortholog Groups (KOG) (http://www.ncbi.nlm.nih.gov/KOG/), and Pfam (http://pfam.xfam.org/) using BLAST version 2.2.26 [29].

### Construction of small RNA libraries and sequencing

Six samples (C: control, G: heat stress; each with three biological replicates) were harvested for small RNA library construction and sequencing. Total RNA was extracted from the samples using TRIzol reagent (Sangon Biotech, Shanghai, China). A total of 1.0 µg of RNA was utilized in the preparation of a small RNA library, following the guidelines provided by the TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, USA). Single-end sequencing, with a length of approximately 50 bp, was performed using an Illumina Hiseq2500 at Sangon Biotech Company (Shanghai, China).

### Identification of miRNAs and prediction of their target genes

The raw data was processed using cutadapt software to eliminate the 3’-end connector (TGGAATTCTCGGGTGCCAAGGAACTC) and retain reads within the length range of 17–35 bp after connector removal. The reads were processed using the trimmomatic software to exclude bases with a quality score below 20 at both the 5’- and 3’-ends. Additionally, reads including four consecutive bases with an average quality value below 20 and reads shorter than 17 bases were filtered out. Raw data were filtered by removing joints and low-quality sequences to generate clean data. Clean reads were compared with the rRNA, sRNA, snRNA, and snoRNA annotation data from the RFAM database using BLASTN. The aligned reads were filtered according to the subsequent comparative criteria: gapopen = 0, evalue < 0.01, and mismatch ≤ 1. Any reads mapped to these databases were excluded from the analysis.

The miRNA levels in the heat-treated samples were analyzed for differential expression using the edgeR algorithm, with read counts serving as input data [30]. To remove miRNAs with low expression levels before performing differential analysis, the absolute value of log_2_(FoldChange) > 1 and *p*-value < 0.05 were set as screening criteria. psRNATarget (a plant small RNA target analysis server) (http://plantgrn.noble.org/psRNATarget/) (V2, 2017 release), based on the imperfect complementarity between miRNA sequences and their target genes, was used to predict miRNA target genes with default parameters and a maximum expectation value of four [31].

### Quantitative RT-PCR analysis

To validate the transcriptome data, the SYBR green-based qPCR method was employed, and the *Pt18SrRNA* gene was used as an internal control for normalization [24, 32]. Primer sequences used for qRT-PCR are listed in Supplemental Table S1. miRNA expression was assessed using the Mir-XTM miRNA First-Strand Synthesis Kit (Clontech) for reverse transcription. Primers were specifically constructed for the six selected miRNAs, with the U6 snRNA serving as an internal control (Supplemental Table S1). qRT-PCR analyses were conducted three times, each containing three replicates for all genes. The 2^−ΔΔCT^ method was used to calculate the relative expression level of each gene [33].

## Results

### Phenotypic analysis under heat stress

Wild-type *P. ternata* seedlings of uniform size at the three-leaf stage were subjected to stress treatment at 40 ℃ for 24 h and evaluated for their phenotypic response to heat stress. As shown in Fig. 1A, P. *ternata* seedlings subjected to heat stress showed no significant changes compared to control conditions. However, after 24 h of heat treatment, plants exhibited obvious deleterious phenotypes, such as curled and wilted leaves, shortened plant height, and growth inhibition, compared to the control plants. Reactive oxygen species (ROS) are produced in plants in response to stresses, such as heat stress. To further understand the cellular damage induced by ROS accumulation, MDA content, chlorophyll content, and POD activities in *P. ternata* seedlings were compared before and after heat treatment. The MDA content of the heat-treated *P. ternata* seedlings was two-fold higher than that of the control seedlings. Conversely, chlorophyll content and POD activity of the heat-treated plants were significantly lower than those of the control plants (Fig. 1B). This indicated that wild-type *P. ternata* seedlings exhibited a high degree of susceptibility to heat stress.

**Fig. 1:**
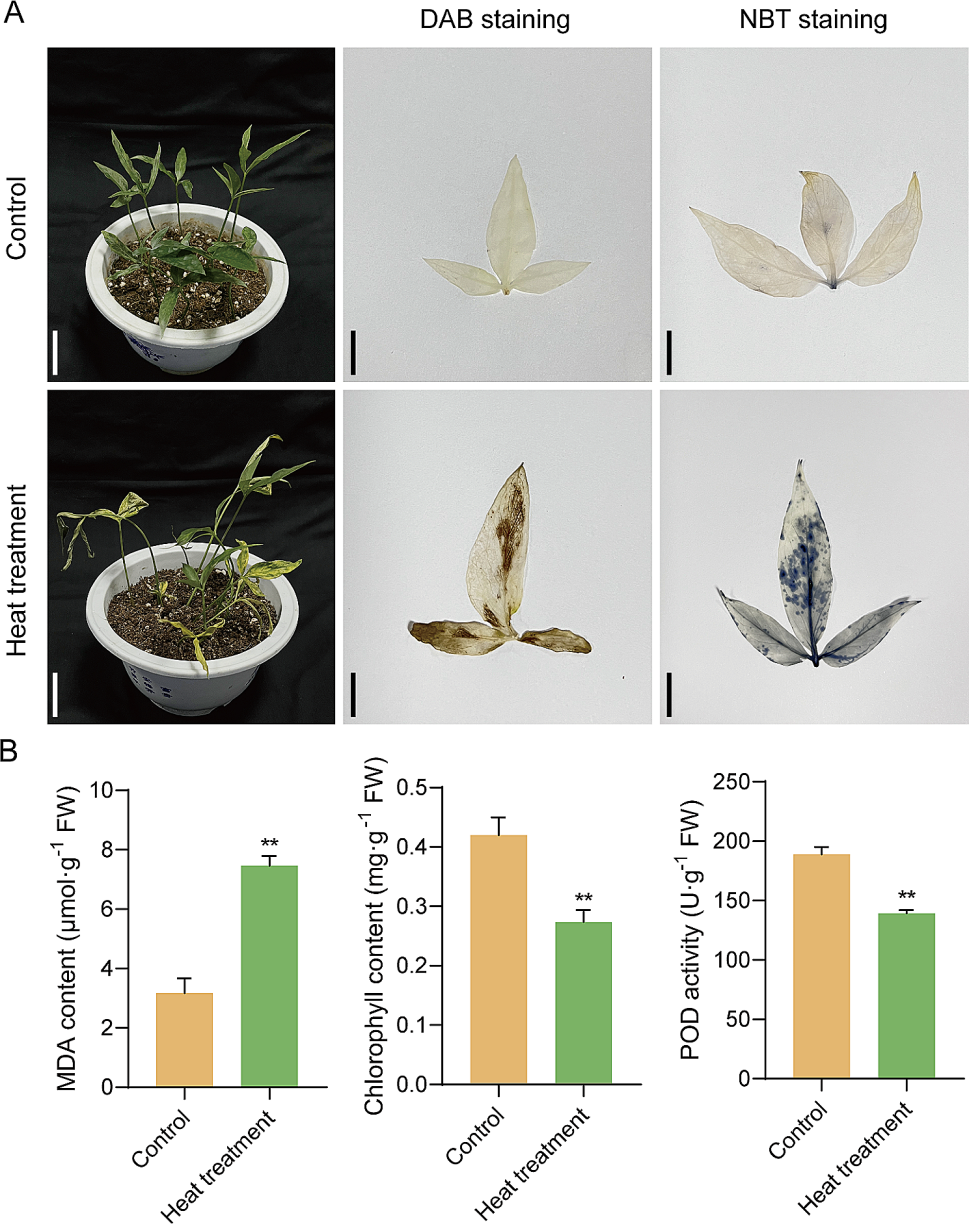
Physiological responses of *Pinellia ternata* seedlings before and after heat treatment. (**A**) *P. ternata* seedlings phenotypes in response to heat stress. Plants were grown in soil to the three-leaf stage and subjected to a 40 ℃ stress treatment for 24 h (left, scale bar = 4 cm). DAB and NBT staining from the same part of *P. ternata* seedlings before and after heat treatment (right, scale bar = 15 mm). (**B**) MDA and chlorophyll contents, and POD activities in *P. ternata* seedlings under control and heat treatment for 24 h. Except where noted, all data are presented as mean (*n* = 3) and standard deviation. Data were analyzed by Student’s *t*-test and one-way _ANOVA_. * and ** indicate significant differences between control and heat treatment plants at the *P* < 0.05 and *P* < 0.01 levels, respectively

### Transcriptome sequencing in *P. ternata* under heat stress

To examine the gene expression patterns of *P. ternata* under heat stress, six libraries were constructed from two leaf samples, each with three biological replicates (C: control; G: heat stress). 

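Leaf RNA of P. ternata seedlings was sequenced in 3 control libraries (25 ℃, 0 h of heat) and 3 heat libraries (24 h at 40 ℃). The sample labels give day 0 and normal leaf as source for the controls, and day 1 and heat-treated leaf for the heat libraries. A treatment tag calls all 6 heat-treated, so the groups were taken from title, source and day and from the C and G of the paper. Table S2 lists 53715890, 42657038 and 43402108 reads for control replicates 1 to 3 and 48923204, 42337638 and 45730558 reads for heat replicates 1 to 3. The authors assembled the reads with Trinity and deposited TPM (transcript abundance scaled to a common total) estimated with Salmon, without read counts, so the number of reads behind a single value is unknown. The table held 208217 unigenes, of which 755 were listed at 0 in every library. The 68978 unigenes with a mean of at least 1 TPM over the 6 libraries were tested with limma on log2(TPM + 1), a scale that understates the change of low unigenes. A unigene was called higher or lower at an adjusted p under 0.05 and a log2 fold change over 1 in size, the thresholds the paper states for its screen with DESeq. Names of unigenes are Swiss-Prot matches to other species, read from Table S3, of which the first 705 of 4948 rows were at hand, all of them rises. The gene lists built from those names were fixed before the other data were examined, with the values of those 705 rows seen. The study had picked their members as rises on these same libraries. Their counts are therefore not independent evidence of a rise, and those adjusted over a list alone do not allow for that choice. Unigenes of 1 assembly cluster, such as c0_g1 and c0_g2 of the same number, may share reads, and their values are uncertain to that extent. Each named unigene was tested again under 13 alternatives, among them other pseudocounts, filters and scalings and the loss of each library in turn. A fit with 1 library left out has less power, so a call can end there with its log2 fold change unchanged. On simulated libraries with 100 changed unigenes of each size among the 68978, limma recovered 14% of log2 changes of 1.5 and 81% of log2 changes of 3, with 2 false calls. Far more unigenes were called in the data, which makes the adjusted p less strict, so these shares can understate the power there.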

Following the removal of low-quality reads, each library’s total reads and total bases ranged from 42.34 million to 53.72 million and 6.10 billion to 7.69 billion, respectively. The Q30 and GC contents were consistently high across all libraries, with values ranging from 93.83 to 94.36% and 55.64–58.43%, respectively, indicating the exceptional quality of the transcriptome sequencing data (Supplemental Table S2). A comprehensive collection of 574,168 transcripts was obtained from cDNA libraries. These transcripts were subsequently filtered and assembled, resulting in the formation of 208,217 unigene clusters. Notably, these clusters exhibited an N50 value of 552 bp. A comprehensive summary of the transcriptome sequencing analysis of *P. ternata* is presented in Table 1.

**Table 1:** Summary of *P. ternata* transcriptome sequencing

Index	Transcript	Unigene
All	574168	208217
N50 (bp)	523	552
N90 (bp)	245	243
Max Length (bp)	13532	13532
Min Length (bp)	201	201
Total Length (bp)	269678720	99677674
Average Length (bp)	469.69	478.72

All assembled unigene clusters were aligned against the GO, KEGG, Pfam, SwissProt, TrEMBL, CDD, KOG, NR, and NT databases using DIAMOND 23 with a threshold E-value of < 0.00001 [28]. The statistical results of the six authoritative databases are listed in Table 2.

**Table 2:** Statistical results from the DIAMOND 23 annotation.

Database	Number of genes	Percentage(%)
Annotated in GO	52926	25.42
Annotated in KEGG	5487	2.64
Annotated in PFAM	20945	10.06
Annotated in Swissprot	43907	21.09
Annotated in TrEMBL	60671	29.14
Annotated in CDD	32818	15.76
Annotated in KOG	20812	10
Annotated in NR	62175	29.86
Annotated in NT	24688	11.86
Annotated in at least one database	68151	32.73
Annotated in all database	2306	1.11
Total genes	208217	100

### Analysis of DEGs

Three comparisons of the two test conditions (C and G) were conducted to identify genes differentially regulated by heat stress in *P. ternata*. 

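In each heat library the heat shock groups lay above the controls. Relative to the mean of the controls, the median log2(TPM + 1) of the 8 small heat shock proteins, chaperones that hold unfolding proteins, was higher by 3.21, 3.44 and 4.13 in heat replicates 1, 2 and 3. The same difference for 23 other chaperones and co-chaperones was 1.73, 1.62 and 1.98, and for 7 unigenes of heat stress factors and MBF1 it was 2.74, 1.33 and 1.40. Unigenes of cuticle and wax lipids also differed between the heat libraries, with 1.17 in heat replicate 1 against 2.09 and 2.58 in heat replicates 2 and 3. Those of chlorophyll breakdown stood at 1.43 in heat replicate 1 and at 2.73 and 2.79 in heat replicates 2 and 3. Across the tested unigenes, which are not independent replicates, the mean Pearson correlation of log2(TPM + 1) was 0.901 within a group (0.860 to 0.944) and 0.785 between groups (0.705 to 0.856). The first principal component held 56.7% of the variance and separated all 3 control libraries, at scores of −85.8, −96.0 and −135, from the heat libraries. Heat replicate 1 lay nearest to the controls, at a score of 54.7 against 136 and 127 for heat replicates 2 and 3.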

The cluster heat map (Supplemental Fig. S1A) and PCA plots (Supplemental Fig. S1B) demonstrated a high degree of reproducibility of the gene expression data across the three biological replicates of each sample. Notably, transcriptome expression levels exhibited contrasting patterns before and after subjecting *P. ternata* seedlings to heat treatment. As is evident from the scatter plot, the number of significantly upregulated transcripts (2,244) was lower than that of downregulated transcripts (2,716) among the 4,960 DEGs (Fig. 2A; Supplemental Table S3).

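All 8 listed unigenes of small heat shock proteins, which keep unfolding proteins from aggregating, rose under heat in limma (8 when adjusted over the list alone), with a median log2 fold change of 3.56. TRINITY_DN64037_c2_g2, a class I member, stood at 6.04 ± 1.04 TPM in controls and 1520.5 ± 1029 TPM under heat (SD, n = 3 in each group). For TRINITY_DN64037_c2_g2 the log2 fold change was 7.55 (standard error 0.41, adjusted p = 2.9e-05 from limma). A further class I member, TRINITY_DN69742_c2_g1, had 10.5 ± 0.750 TPM in controls and 479 ± 253 TPM under heat (SD, n = 3 in each group). TRINITY_DN69742_c2_g1 had a log2 fold change of 5.23 (standard error 0.37, adjusted p = 5.9e-05 from limma). Of 23 chaperones and co-chaperones, among them HSP70 and the disaggregase ClpB, 20 rose (20 when adjusted over the list alone), none fell and 3 did not pass, with a median log2 fold change of 1.77. TRINITY_DN64853_c0_g1, a subunit of the chloroplast chaperonin that folds imported proteins, went from 73.6 ± 8.00 to 197 ± 30.5 TPM (SD, n = 3 in each group). For TRINITY_DN64853_c0_g1 the log2 fold change was 1.40 (standard error 0.24, adjusted p = 0.00683 from limma). Among 7 unigenes of heat stress transcription factors and of the coactivator MBF1, 6 rose (7 when adjusted over the list alone), and 4 after rescaling by the median ratio or quantile normalization. TRINITY_DN53970_c3_g2, annotated as MBF1c, a coactivator known for its part in heat tolerance, was at 13.3 ± 2.67 TPM in controls and 112 ± 16.6 TPM under heat (SD, n = 3 in each group). TRINITY_DN53970_c3_g2 had a log2 fold change of 2.99 (standard error 0.25, adjusted p = 0.000130 from limma). The largest named rises whose groups did not overlap (10% of unigenes do so by chance) were taken as a set of 10, of which 8 were annotated as polyproteins of potyviruses, RNA viruses of plants. All 11 potyvirus unigenes together came to at most 0.0611 TPM in a control library and to 606, 4408.5 and 3419.7 TPM in heat replicates 1 to 3. Of them 10 rose (11 when adjusted over the list alone). TRINITY_DN75041_c3_g8, at 0.979, 0.292 and 14.2 TPM in heat replicates 1 to 3, did not pass (adjusted p = 0.152 from limma). The study picked the members of all these lists as rises on the same libraries. Counts adjusted over a list alone do not allow for that choice and are not independent evidence. The other named rises of that set were the small heat shock protein TRINITY_DN64037_c2_g2 and TRINITY_DN72758_c0_g1, a BURP domain protein, at 41.2 ± 32.0 TPM in controls and 5034 ± 5256 TPM under heat (SD, n = 3 in each group), whose call was lost without control replicate 3 (log2 fold change 5.54). For TRINITY_DN72758_c0_g1 the log2 fold change was 6.01 (standard error 1.11, adjusted p = 0.00959 from limma). Among unigenes without a name, TRINITY_DN59175_c1_g1 fell from 495 ± 240.4 to 0.772 ± 0.362 TPM (SD, n = 3 in each group). TRINITY_DN59175_c1_g1 had a log2 fold change of −8.04 (standard error 0.35, adjusted p = 1.6e-05 from limma). In all, limma called 4142 unigenes higher and 2793 lower under heat, while the paper's counts rest on DESeq. The median log2 fold change over the tested unigenes was 0.167, and 0.0103 after rescaling by the median ratio, which turned the split to 2944 higher and 3910 lower, while quantile normalization gave 2969 higher and 3587 lower. The counts moved further with 1 library left out, which lowers the power of the test, to 2059 higher and 1472 lower without control replicate 1, 1804 and 1770 without control replicate 2, and 1472 and 1367 without control replicate 3. Without a heat library they were 6235 and 3699 for heat replicate 1, 2030 and 1521 for heat replicate 2, and 1509 and 1546 for heat replicate 3. They were 2207 and 1715 with no filter on TPM, and 2634 and 2123 among unigenes with at least 5 TPM in the higher group. From a larger number of downregulated than upregulated genes, the paper proposes that the plant represses certain genes or pathways under heat, probably to save energy or redirect it to the stress response.

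**Figure D1:**
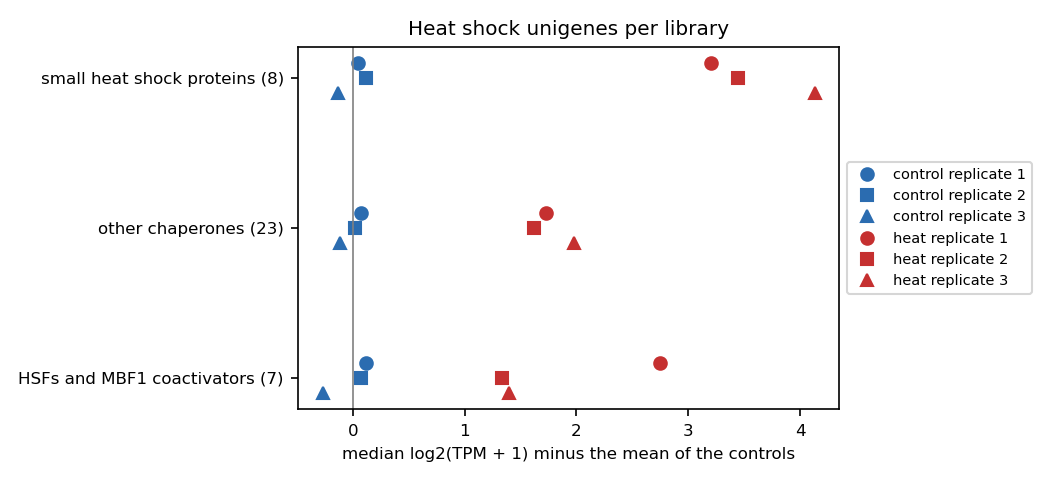
Median log2(TPM + 1) of each list minus the mean of the controls (horizontal axis, log2 units), with the number of unigenes in parentheses and 1 point per library, controls in blue and heat in red. The heat libraries of the small heat shock proteins lie at 3.21, 3.44 and 4.13, and those of the heat stress factors and MBF1 at 2.74, 1.33 and 1.40.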

**Fig. 2:**
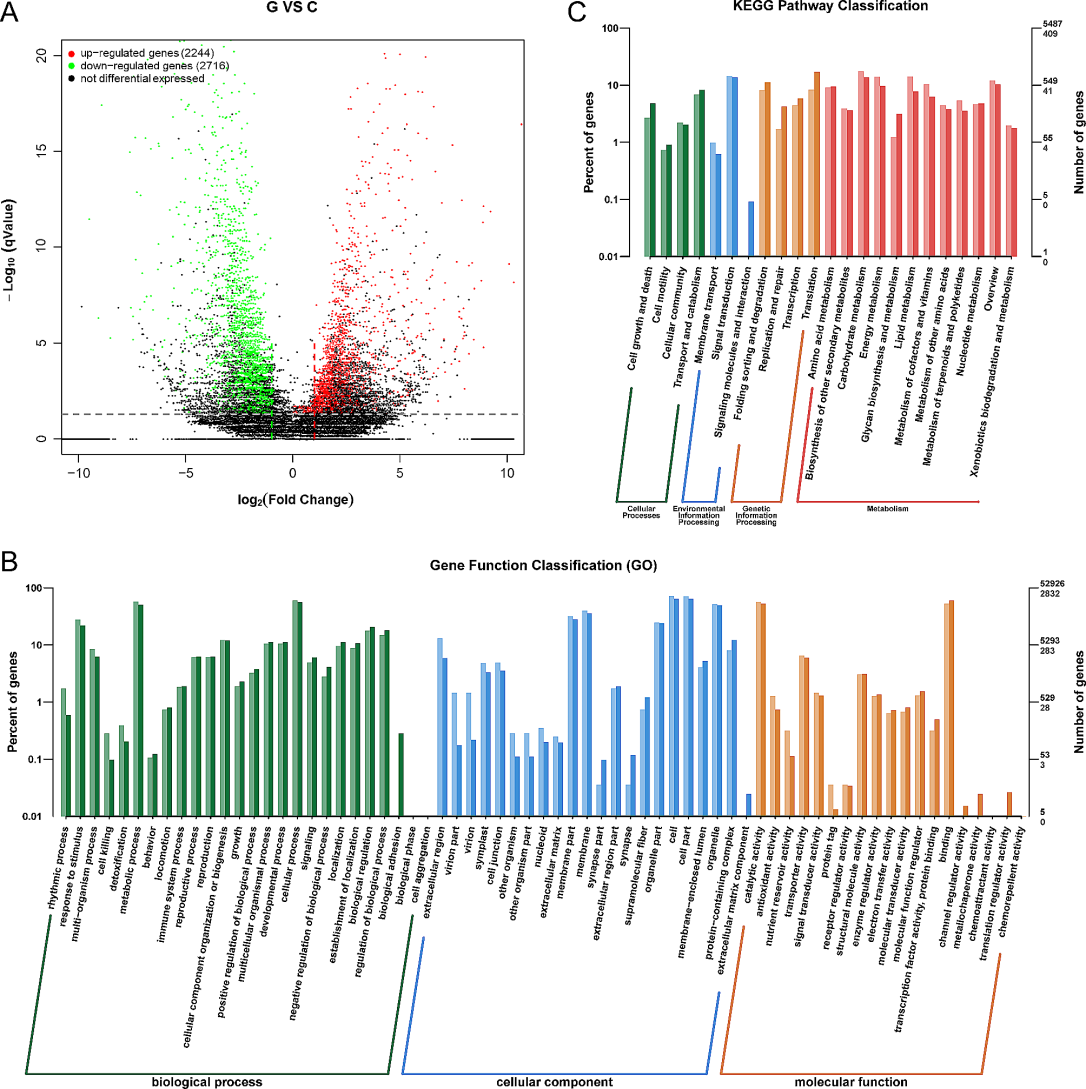
Transcriptome sequencing analysis of G and C. (**A**) scatter plot of DEGs in G vs. C. Significantly differentially expressed genes are represented by red dots (up-regulated) and green dots (down-regulated), whereas non-differentially expressed genes are represented by black dots. (**B**) Gene ontology (GO) classification of the DEGs in *P. ternata* seedlings under heat stress. The ordinate is the enriched GO term, and the abscissa is the percent and number of differentially expressed genes in this term. Different colors are used to distinguish biological processes, cellular components, and molecular functions. (**C**) Kyoto Encyclopedia of Genes and Genome (KEGG) enrichment of the DEGs in *P. ternata* under heat stress. The ordinate is the enriched KEGG term, and the abscissa is the percent and number of differentially expressed genes in this term. Different colors are used to distinguish biological processes, cellular components, and molecular functions

### Functional annotation and enrichment analysis of the DEGs

GO enrichment analysis was performed to determine the functions of the identified DEGs, and 7,028 DEGs were annotated to 4,610 GO terms. Notably, we observed significant enrichment (*p* < 0.05) of 817 GO categories in *P. ternata* under heat stress (Supplemental Table S4). As depicted in Fig. 2B, the significantly enriched biological processes (BPs) encompassed cellular processes (GO:0009987), metabolic processes (GO:0008152), responses to stimuli (GO:0050896), and biological regulation (GO:0065007); the most significantly enriched cellular components (CCs) were cells (GO: 0005623), cell parts (GO:0044464), organelles (GO:0043226), and membranes (GO:0016020). In addition, catalytic activity (GO:0003824) and binding activity (GO:0005488) were significantly enriched in the molecular function (MF) categories.

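Among unigenes with binding or catalytic functions, those of organelle RNA editing and of pentatricopeptide repeat proteins, which bind RNA in chloroplasts and mitochondria, rose in 16 of 17 cases (16 when adjusted over the list alone), and none fell. TRINITY_DN54342_c0_g2, a multiple organellar RNA editing factor, stood at 16.3 ± 3.85 TPM in controls and 72.9 ± 4.03 TPM under heat (SD, n = 3 in each group). For TRINITY_DN54342_c0_g2 the log2 fold change was 2.12 (standard error 0.25, adjusted p = 0.00103 from limma). A second editing factor, TRINITY_DN61770_c1_g1, was at 12.0 ± 0.907 TPM in controls and 46.2 ± 4.20 TPM under heat (SD, n = 3 in each group). TRINITY_DN61770_c1_g1 had a log2 fold change of 1.86 (standard error 0.22, adjusted p = 0.00115 from limma). That list had a median log2 fold change of 1.74, and 10 of its unigenes were called without control replicate 2 and 10 without heat replicate 3. Of 12 unigenes of histones and chromatin, which package DNA, 10 rose (10 when adjusted over the list alone), none fell and 2 did not pass, with a median log2 fold change of 1.39. TRINITY_DN61440_c0_g1, a high mobility group B protein, went from 111 ± 42.4 to 315 ± 28.4 TPM (SD, n = 3 in each group). For TRINITY_DN61440_c0_g1 the log2 fold change was 1.58 (standard error 0.32, adjusted p = 0.0149 from limma). TRINITY_DN65710_c0_g2, a histone chaperone related to NAP1, went from 13.6 ± 2.41 to 37.8 ± 3.61 TPM (SD, n = 3 in each group). TRINITY_DN65710_c0_g2 had a log2 fold change of 1.42 (standard error 0.24, adjusted p = 0.00628 from limma). Without heat replicate 3, 6 of these 12 were called. All 4 listed cysteine proteases, which degrade proteins in vacuoles and senescing leaves, and 1 cysteine protease inhibitor rose in limma (5 of 5 when adjusted over the list alone), with a median log2 fold change of 1.27. TRINITY_DN62465_c1_g5, annotated as actinidain, was at 46.7 ± 13.5 TPM in controls and 110.3 ± 8.95 TPM under heat (SD, n = 3 in each group), and its log2 fold changes of 1.00 without control replicate 2 and 1.27 without heat replicate 3 did not pass. For TRINITY_DN62465_c1_g5 the log2 fold change was 1.27 (standard error 0.27, adjusted p = 0.0182 from limma). With 1 library left out, and so with less power, 2 of 5 were called without control replicate 1, 1 without control replicate 2, 3 without control replicate 3, 3 without heat replicate 2 and 1 without heat replicate 3. Per unigene of this group, the change in heat replicate 1 divided by the mean change in heat replicates 2 and 3 had a median of 0.584 (quartiles 0.535 and 1.15), although the median log2(TPM + 1) of the group over the mean of the controls was 1.39, 1.16 and 1.51 in heat replicates 1, 2 and 3. No filter on TPM gave 2, and rescaling by the median ratio, quantile normalization or the replicate number as a factor in the model each gave 3. The study picked the members of these lists on the same libraries, so their counts are not independent evidence.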

To conduct a more comprehensive examination of the biological functions of the DEGs, pathway-based analysis was performed using KEGG pathway enrichment analysis. 

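Unigenes of starch breakdown and of raffinose family sugars, which plants store under stress, rose in 7 of 7 cases under heat (7 when adjusted over the list alone), with a median log2 fold change of 1.30. TRINITY_DN71325_c1_g1, a chloroplast alpha-amylase that degrades starch, stood at 9.43 ± 1.42 TPM in controls and 34.6 ± 2.05 TPM under heat (SD, n = 3 in each group). TRINITY_DN71325_c1_g1 had a log2 fold change of 1.78 (standard error 0.23, adjusted p = 0.00175 from limma). TRINITY_DN75885_c4_g2, a probable galactinol-sucrose galactosyltransferase of raffinose synthesis, was at 10.6 ± 1.05 TPM in controls and 27.5 ± 1.73 TPM under heat (SD, n = 3 in each group). For TRINITY_DN75885_c4_g2 the log2 fold change was 1.30 (standard error 0.22, adjusted p = 0.00740 from limma). Of 9 unigenes of peroxisomes, fatty acid oxidation and the glyoxylate cycle, 8 rose (9 when adjusted over the list alone) and none fell. TRINITY_DN75369_c3_g1, a peroxisomal membrane protein, went from 17.2 ± 3.55 to 61.4 ± 4.92 TPM (SD, n = 3 in each group). TRINITY_DN75369_c3_g1 had a log2 fold change of 1.80 (standard error 0.24, adjusted p = 0.00202 from limma). TRINITY_DN56940_c0_g1, a catalase that removes hydrogen peroxide, had 30.1 ± 13.7 TPM in controls and 142 ± 92.8 TPM under heat (SD, n = 3 in each group) and did not pass, although it passed at a log2 fold change of 2.75 without heat replicate 1. For TRINITY_DN56940_c0_g1 the log2 fold change was 1.94 (standard error 0.59, adjusted p = 0.0619 from limma). Of 6 unigenes of cuticle and wax lipids, which limit water loss, 3 rose (6 when adjusted over the list alone), and 6 did so without heat replicate 1. TRINITY_DN53625_c3_g1, a lipid transfer protein, was at 4.76 ± 0.401 TPM in controls and 59.4 ± 27.5 TPM under heat (SD, n = 3 in each group). TRINITY_DN53625_c3_g1 had a log2 fold change of 3.28 (standard error 0.34, adjusted p = 0.000477 from limma). All 5 unigenes of Rubisco assembly and thiamine synthesis rose in limma (5 when adjusted over the list alone), with a median log2 fold change of 2.29. TRINITY_DN65117_c1_g1, a chloroplast thiamine thiazole synthase, was at 129.9 ± 58.1 TPM in controls and 1218 ± 728 TPM under heat (SD, n = 3 in each group). For TRINITY_DN65117_c1_g1 the log2 fold change was 3.15 (standard error 0.45, adjusted p = 0.00288 from limma). Each of 4 unigenes of pheophorbide a oxygenase, which opens the chlorophyll ring during leaf senescence, rose (4 when adjusted over the list alone), TRINITY_DN72449_c2_g3 from 6.38 ± 1.68 to 34.9 ± 14.3 TPM (SD, n = 3 in each group). TRINITY_DN72449_c2_g3 had a log2 fold change of 2.23 (standard error 0.33, adjusted p = 0.00344 from limma). Of 9 unigenes of the circadian clock and light signalling, 8 rose (9 when adjusted over the list alone), with 4 after rescaling by the median ratio. TRINITY_DN70868_c2_g1, the clock regulator PRR37, was at 29.7 ± 3.80 TPM in controls and 71.3 ± 5.51 TPM under heat (SD, n = 3 in each group). For TRINITY_DN70868_c2_g1 the log2 fold change was 1.24 (standard error 0.22, adjusted p = 0.00897 from limma). The control and heat libraries were sampled 24 h apart by the labels, and the hour of day is not stated in the text of the paper. Several of these counts were smaller with 1 library left out, which also lowers the power of the test. Of the clock unigenes 4, 5 and 4 were called without control replicates 1, 2 and 3. Of the peroxisome unigenes 5, 4 and 5 were called without control replicate 3, heat replicate 2 and heat replicate 3. Of the starch and raffinose unigenes 4, 4 and 3 were called without control replicate 1, control replicate 2 and heat replicate 3. With no filter on TPM 4 clock unigenes were called. Heat replicate 1, with 606 TPM of potyvirus unigenes against 4408.5 and 3419.7 TPM in heat replicates 2 and 3, also had, of the heat libraries, the lowest median log2(TPM + 1) over the mean of the controls for cuticle and wax lipids, chlorophyll breakdown and peroxisomes (1.35 against 1.81 and 1.98). For Rubisco assembly and thiamine synthesis this median was lowest there too (1.86 against 2.59 and 2.43), while the summed TPM of the list was highest there (2145.8 TPM against 1187.2 and 823.61 TPM). The median of the clock list was highest in that library (1.44 against 1.27 and 1.24), and that of starch and raffinose lay between those of the other heat libraries (1.43 against 1.42 and 1.57). The members of these lists had been picked by the study on the same libraries, so the counts are not independent evidence.

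**Figure D2:**
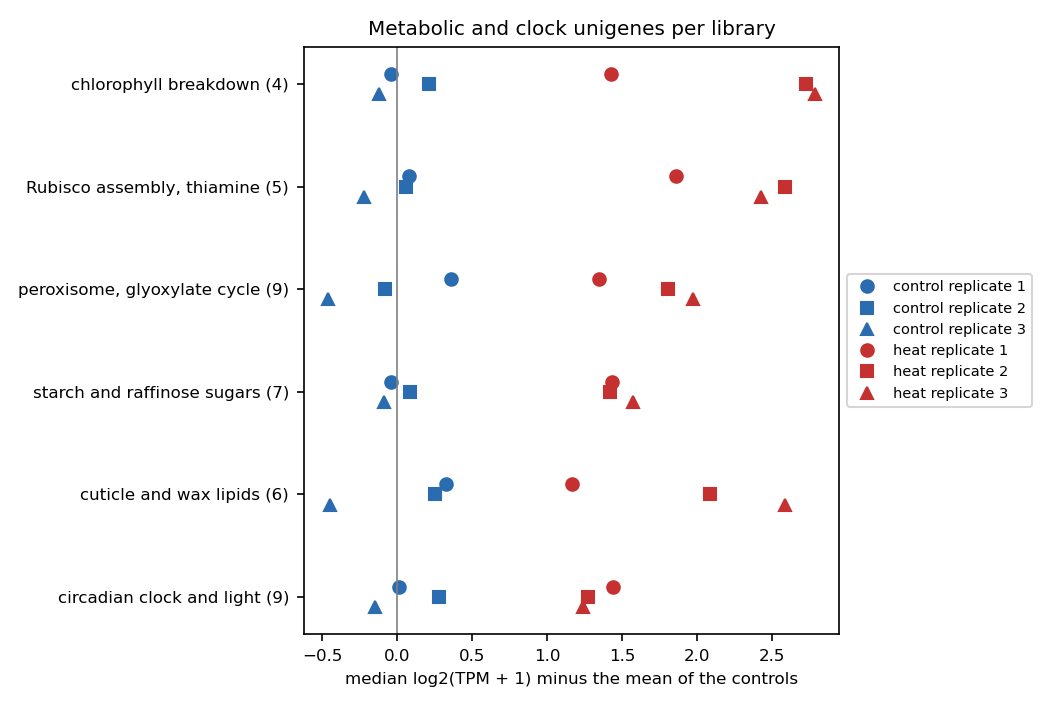
Median log2(TPM + 1) of 6 lists minus the mean of the controls (horizontal axis, log2 units), with the number of unigenes in parentheses and 1 point per library, controls in blue and heat in red. Starch and raffinose unigenes lie at 1.43, 1.42 and 1.57 in the heat libraries, and those of cuticle and wax at 1.17, 2.09 and 2.58.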

Carbohydrate metabolism, signal transduction, lipid metabolism, and energy metabolism were the most enriched pathways in *P. ternata* under heat stress (Fig. 2C). A total of 409 DEGs were assigned to 158 distinct pathways. Among these pathways, 78 were significantly enriched (*p* < 0.05) (Supplemental Table S4).

### Several genes encoding TFs were differentially expressed

TF activity and protein binding (GO:0000988) were also important GO terms (Fig. 2B). In this study, 4,960 genes were identified, of which 38 encoded TFs belonging to 17 families. The TF families with the highest representation were No apical meristem, *Arabidopsis* transcription activation factor1/2, and Cup-shaped cotyledon2 (NAC), with a count of five. This was followed by basic helix-loop-helix (bHLH), APETALA2/Ethylene responsive factor, and WRKY TF, each with a count of four (Fig. 3). 

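Of the 38 transcription factors of Fig. 3, read from the picture by their unigene numbers, 16 were higher under heat, 11 were lower and 11 did not pass in limma. ERF factors, which act in ethylene and stress signalling, went both ways, with 2 higher, 1 lower and 1 not passing. TRINITY_DN68566_c1_g2 fell from 14.9 ± 9.35 to 0.443 ± 0.767 TPM (SD, n = 3 in each group), and TRINITY_DN61013_c0_g2 rose from 0.795 ± 0.389 to 6.14 ± 2.64 TPM (SD, n = 3 in each group). TRINITY_DN68566_c1_g2 had a log2 fold change of −3.33 (standard error 0.55, adjusted p = 0.00622 from limma). For TRINITY_DN61013_c0_g2 the log2 fold change was 1.94 (standard error 0.35, adjusted p = 0.00918 from limma). GRAS factors, a plant family with roles in growth and gibberellin signalling, were lower in 2 of 3 cases and higher in none, and the third lay at a negative fold change that did not pass. Of the 3 C2H2 zinc finger factors, 2 rose. Among families with 1 member, the floral regulator family MIKC_MADS rose in TRINITY_DN50894_c0_g1 (log2 fold change 1.51, adjusted p = 0.0253 from limma) and the leaf polarity family YABBY fell in TRINITY_DN73463_c2_g2 (log2 fold change −1.14, adjusted p = 0.0177 from limma). The former call was lost at log2 fold changes of 1.55 without control replicate 1, 1.31 without control replicate 3, 1.36 without heat replicate 2 and 1.29 without heat replicate 3, and the latter at −1.15 without control replicate 1, −1.13 without control replicate 2, −1.15 without control replicate 3 and −0.99 without heat replicate 3. Fits with 1 library fewer have less power, so either call can end at a like log2 fold change. With no filter on TPM neither was called. Of all 38 factors, 17 had a positive and 21 a negative log2 fold change, and in 36 the control and heat values did not overlap. Rescaling by the median ratio changed the tally to 10 higher and 17 lower, and no filter on TPM gave 9 higher. By library, 10, 6, 7 and 6 were higher without control replicate 2, control replicate 3, heat replicate 2 and heat replicate 3. The count of lower factors was 7, 6 and 7 without control replicate 1, control replicate 3 and heat replicate 3. The study chose these factors among its DEGs on the same libraries, so the tally is not independent evidence.

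**Figure D3:**
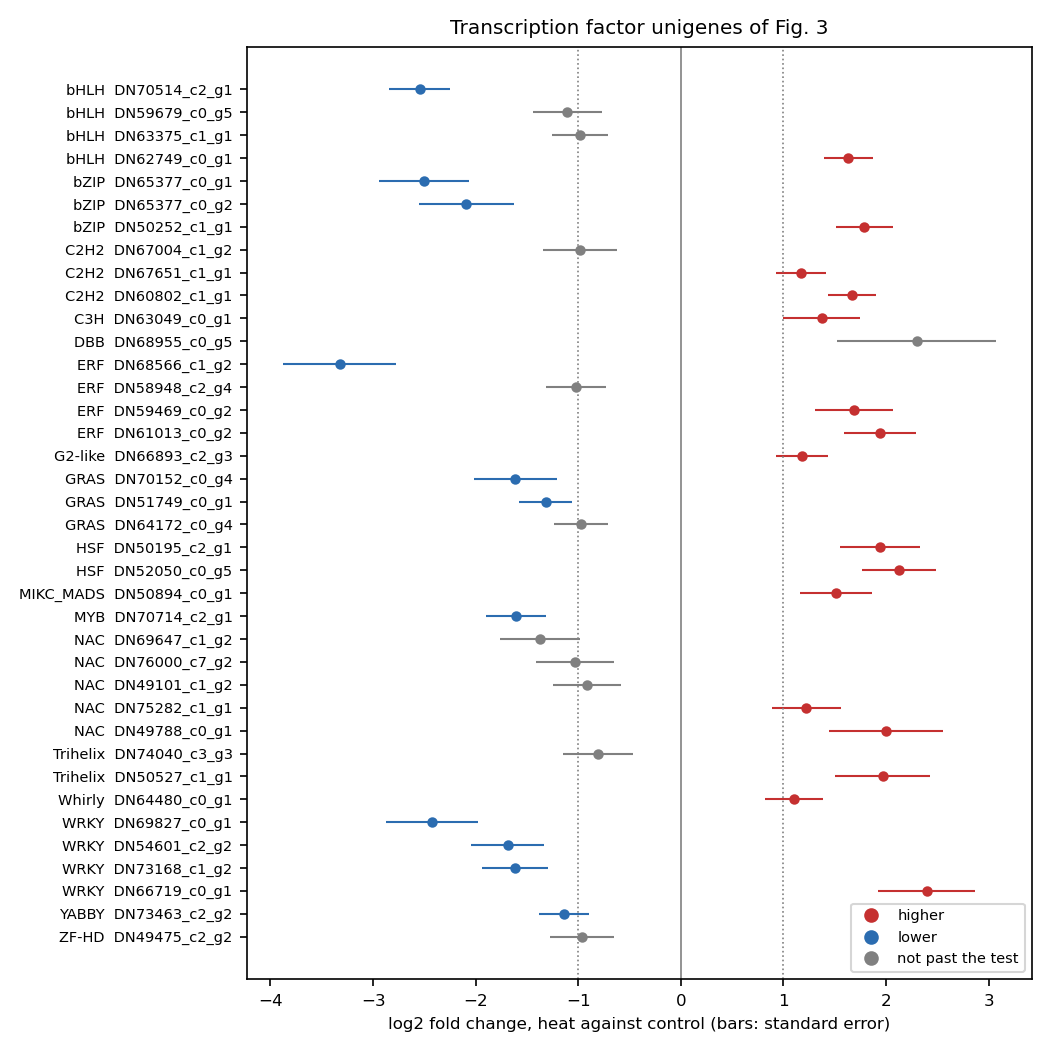
Log2 fold change of heat against control for the 38 transcription factor unigenes (horizontal axis; bars are standard errors from limma over 3 control and 3 heat libraries), grouped by family and coloured red when higher, blue when lower and grey when not past the test. The ERF unigene DN68566_c1_g2 lies lowest at −3.33, and dotted lines mark log2 fold changes of 1 and −1.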

The vast majority of TFs showed opposite expression trends under control and heat treatment conditions, suggesting that the response to heat stress in *P. ternata* seedlings is regulated by a combination of factors.

**Fig. 3:**
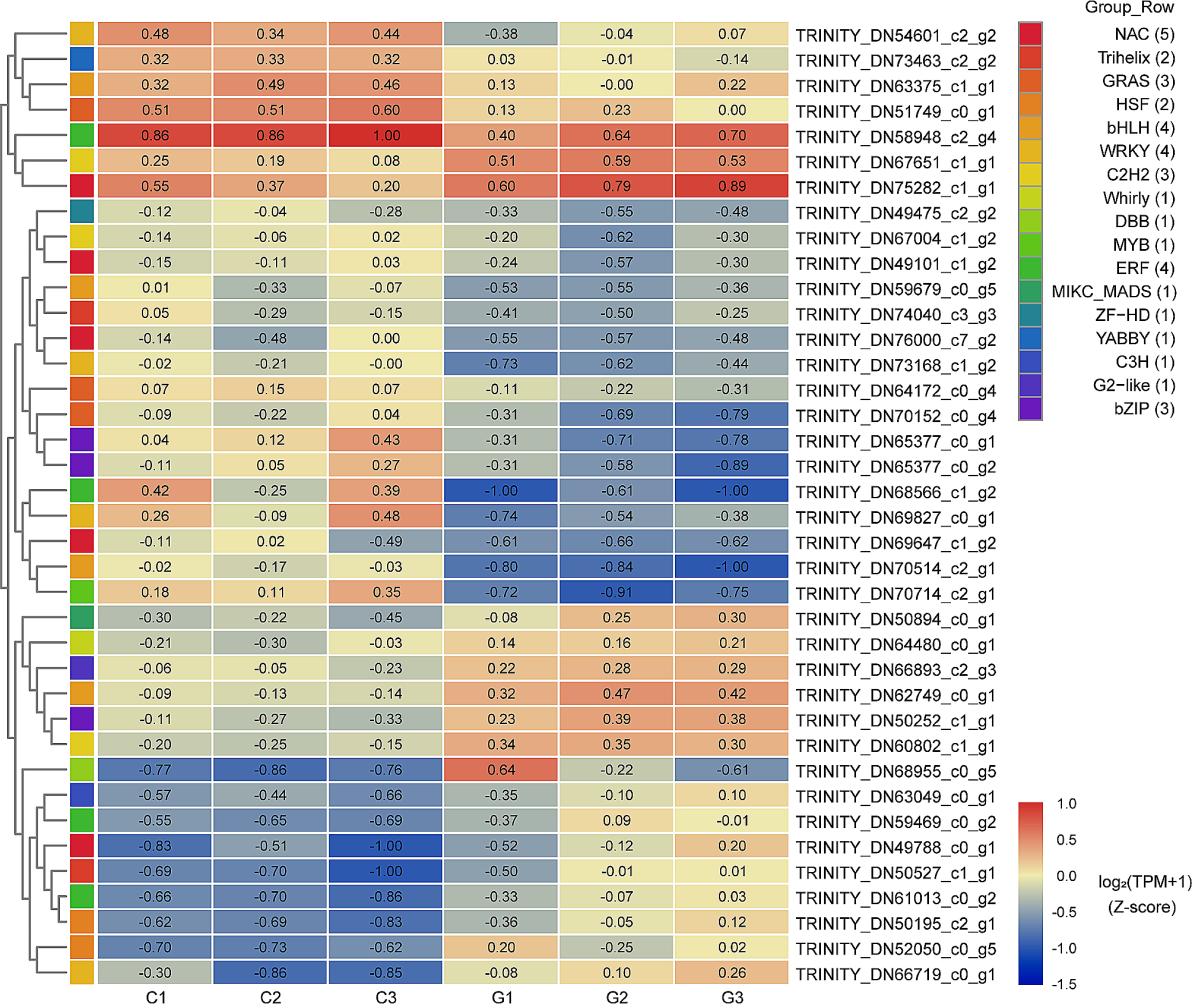
Heatmap of the regulatory multiples of 38 transcription factors with different regulatory trends in the comparisons of control and heat stress treatments. Transcription factors of the same family are indicated by squares of the same color, and the number of genes is attached to the gene family name. The colored bars represent the 38 transcription factor values of control and heat treatment [log_2_(TPM + 1)]

### Validation of RNA-Seq analysis by quantitative real-time PCR (qRT-PCR)

To validate the reliability of the heat stress-related gene expression data obtained from the RNA-Seq analysis of *P. ternata* seedlings, eight DEGs with different roles in the heat-stress response were selected from the control and heat-treated samples for qRT-PCR analysis (Supplemental Fig. S2 and Table S1). 

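In the RNA-seq libraries, 4 of the 8 transcription factor unigenes with primers in Table S1 rose under heat, 2 fell and 2 did not pass. The bZIP factor TRINITY_DN50252_c1_g1, of a family active in abscisic acid signalling, stood at 4.42 ± 1.37 TPM in controls and 17.5 ± 3.33 TPM under heat (SD, n = 3 in each group). TRINITY_DN50252_c1_g1 had a log2 fold change of 1.79 (standard error 0.28, adjusted p = 0.00447 from limma). The C2H2 zinc finger factor TRINITY_DN60802_c1_g1 was at 4.72 ± 0.606 TPM in controls and 17.08 ± 1.01 TPM under heat (SD, n = 3 in each group). For TRINITY_DN60802_c1_g1 the log2 fold change was 1.66 (standard error 0.23, adjusted p = 0.00264 from limma). The heat shock factor TRINITY_DN50195_c2_g1 rose, as did the NAC factor TRINITY_DN49788_c0_g1 (log2 fold change 2.00, standard error 0.56, adjusted p = 0.0467 from limma). TRINITY_DN50195_c2_g1 had a log2 fold change of 1.94 (standard error 0.39, adjusted p = 0.0139 from limma). The GRAS factor TRINITY_DN51749_c0_g1 fell from 27.9 ± 3.50 to 10.8 ± 2.90 TPM (SD, n = 3 in each group). For TRINITY_DN51749_c0_g1 the log2 fold change was −1.32 (standard error 0.26, adjusted p = 0.0130 from limma). The WRKY factor TRINITY_DN54601_c2_g2, of a family known from defence, fell from 21.3 ± 3.46 to 6.41 ± 3.26 TPM (SD, n = 3 in each group). TRINITY_DN54601_c2_g2 had a log2 fold change of −1.69 (standard error 0.36, adjusted p = 0.0169 from limma). The bHLH factor TRINITY_DN59679_c0_g5 had 5.98 ± 2.42 TPM in controls and 2.15 ± 0.758 TPM under heat (SD, n = 3 in each group) and did not pass, and neither did the ERF factor TRINITY_DN58948_c2_g4 with 63.5 ± 11.8 TPM in controls and 31.7 ± 10.2 TPM under heat (SD, n = 3 in each group). For TRINITY_DN59679_c0_g5 the log2 fold change was −1.11 (standard error 0.34, adjusted p = 0.0635 from limma). TRINITY_DN58948_c2_g4 had a log2 fold change of −1.02 (standard error 0.29, adjusted p = 0.0513 from limma). The values of both bZIP and C2H2 unigenes passed under all 13 alternatives run. Other calls ended with 1 library, and with it power, left out, for the heat shock factor at log2 fold changes of 1.76 without control replicate 3, 1.87 without heat replicate 2 and 1.60 without heat replicate 3. The NAC factor did not pass at 1.92 without control replicate 1, 1.66 without control replicate 3, 1.96 without heat replicate 2 and 1.46 without heat replicate 3. Neither did the GRAS factor at −1.22 without control replicate 3 and −1.13 without heat replicate 3, nor the WRKY factor at −1.60 without control replicate 1 and −1.65 without control replicate 3. The bHLH factor passed at −1.42 without control replicate 2, and after rescaling by the median ratio both it and the ERF factor were called lower, as was the bHLH factor after quantile normalization and the ERF factor with at least 5 TPM in the higher group. The NAC factor was also not called with a pseudocount of 0.1, no filter on TPM, at least 5 TPM in the higher group, the median ratio or quantile normalization.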

The trends in qRT-PCR and transcriptome sequencing results were consistent, further demonstrating the reliability of the transcriptome sequencing data.

### MicroRNAome for heat stress responses to ***P. ternata***

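Small RNA of P. ternata leaves was sequenced in 3 control libraries and 3 heat libraries, labelled day 0 and day 1 and grouped as for RNA-seq. Table S5 lists 16616361, 31086286 and 16562649 clean reads for control replicates 1 to 3 and 15780345, 15007467 and 18523175 clean reads for heat replicates 1 to 3. The text of the paper gives a lower range of reads, and the values here rest on the reads assigned to miRNAs, not on either total. The authors matched the clean reads to plant miRNAs of miRBase, so each miRNA carries the name of another species, and deposited RPM (reads scaled to the miRNA reads of the library) for 1597 names. All 9582 values of the table were whole multiples of 1 read to within 0.01 reads, and the recovered reads equalled the totals of Table S6 for all 1597 miRNAs. The recovered miRNA reads were 923768, 2039055 and 871814 in control replicates 1 to 3 and 1037512, 479324 and 1475482 in heat replicates 1 to 3, or 3.19% to 7.97% of the clean reads. Therefore 1 read is worth 0.490 RPM in control replicate 2 and 2.09 RPM in heat replicate 2, and values near these levels rest on single reads. Each miRNA was tested with limma on log2(RPM + 1) and called at an unadjusted p under 0.05 and a log2 fold change over 1 in size, as the paper did with edgeR, and the adjusted p is given beside it. Count tests of edgeR and DESeq2 on the recovered reads were run as alternatives. As for unigenes, fits with 1 library left out have less power. Near-identical miRNAs of 1 family can share reads, so values of single members are less certain than those of the family. In simulated libraries with 100 changed miRNAs of each size among 1597, limma recovered 63% of log2 changes of 2 and 97% of log2 changes of 4 at these thresholds, with 88 false calls, and edgeR 77% and 100% with 58 false calls. The simulation gave all miRNAs the same dispersion and held no library that stands apart, so these shares need not hold for the data.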

To comprehensively evaluate the influence of heat stress on the transcript profiles, six small RNA libraries were constructed. Following the removal of low-quality reads, each library’s total reads and total bases ranged from 1.50 million to 3.11 million and 0.36 billion to 0.72 billion, respectively. The Q30 and GC contents were consistently high across all libraries, with values ranging from 96.96 to 97.09% and 45.09–51.48%, respectively, indicating the exceptional quality of the miRNA sequencing data (Supplemental Table S5). PCA was conducted on three biological replicates of each sample, and the results demonstrated a strong connection (Supplemental Fig. S3), demonstrating high dependability of the replicates. 

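Control replicate 2 stood apart from the other 5 small RNA libraries in several miRNA families. In this library the miR396 family member gma-miR396e, of a family that targets growth-regulating factors, reached 217089 RPM, against 306 to 6042 RPM in the other libraries. The copper-responsive miRNAs osa-miR398b and ath-miR408-3p stood at 2218 and 1101 RPM there, against at most 93.1 and 54.1 RPM elsewhere. In total, 117 miRNAs were at least 10 times higher in control replicate 2 than in every other library and at least 5 RPM, against at most 6 in any other library. These 117 summed to 281057 RPM, of which 11 members of MIR396 gave 254745 RPM. On the first principal component, with 47.7% of the variance, control replicate 2 had a score of −69.4, and the other 5 libraries lay between −7.05 and 26.5. Across the 1597 miRNAs, which are not independent replicates, the mean Pearson correlation of log2(RPM + 1) was 0.835 within a group and 0.803 between groups, and without control replicate 2 it was 0.877 within and 0.859 between. The lowest correlation within a group was 0.718 and the highest 0.905.

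**Figure D4:**
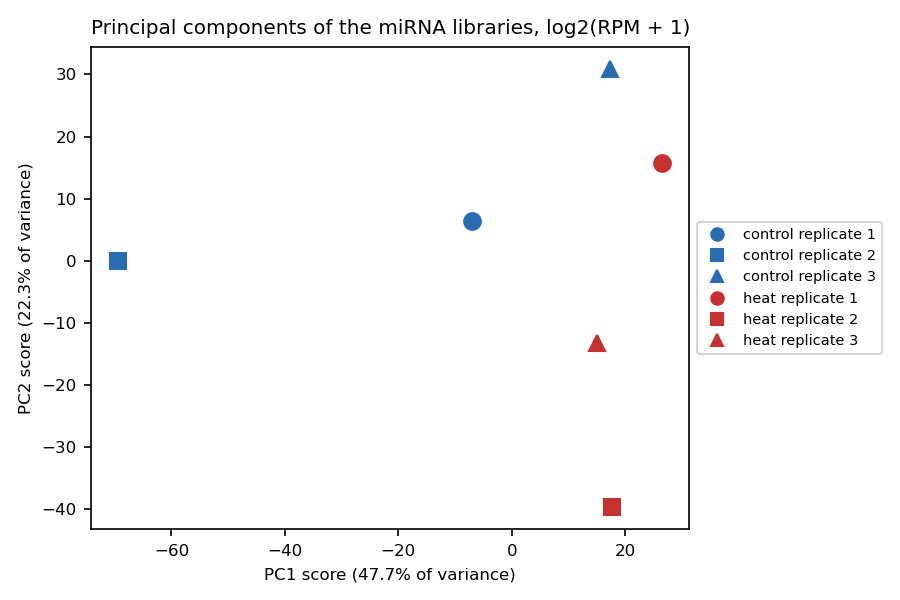
Scores of the 6 small RNA libraries on the first principal component (horizontal axis, 47.7% of variance) and the second (vertical axis, 22.3% of variance) of log2(RPM + 1), 1 point per library, controls in blue and heat in red. Control replicate 2 lies at −69.4 on the horizontal axis, apart from the other libraries.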

The sequences of the clean reads obtained from the experiment were compared with those of miRNAs in plants such as *Arabidopsis thaliana* [34], *Oryza sativa* [35], and *Medicago truncatula* [36], sourced from from miRbase. A total of 1,597 known/conserved miRNAs were identified across all samples (Supplemental Table S6). 

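By mean RPM over all 6 libraries, the most abundant of the 1597 miRNAs was ctr-miR166, of a family that targets HD-ZIP III factors of leaf polarity. It had 233403 ± 41478 RPM in controls and 373673 ± 57054 RPM under heat (SD, n = 3 in each group). For ctr-miR166 the log2 fold change was 0.68 (standard error 0.76, unadjusted p = 0.395 and adjusted p = 0.779 from limma). Next came aqc-miR535 with 47746 ± 20239 RPM in controls and 79999 ± 17877 RPM under heat (SD, n = 3 in each group). After it, ath-miR168a-5p, whose family targets ARGONAUTE1, had 57120.0 ± 26706 RPM in controls and 31022 ± 27922 RPM under heat (SD, n = 3 in each group). They were followed by ath-miR159a, of a family that targets MYB factors, with 49254 ± 8563 RPM in controls and 31334 ± 21938 RPM under heat (SD, n = 3 in each group). The miR396 member smo-miR396 had 45433 ± 24988 RPM in controls and 34346 ± 25272 RPM under heat (SD, n = 3 in each group). None of these 5 miRNAs passed the test (unadjusted p = 0.257 for aqc-miR535, 0.184 for ath-miR168a-5p, 0.249 for ath-miR159a and 0.558 for smo-miR396 from limma), nor did they in edgeR or DESeq2. By limma, ath-miR168a-5p passed at a log2 fold change of −1.90 without heat replicate 1. The libraries listed 1388, 1552 and 1301 of the miRNAs above 0 in control replicates 1 to 3 and 1317, 1299 and 1432 in heat replicates 1 to 3. A library's most abundant miRNA took 21.7% of its reads in control replicate 2 and up to 42.2% in heat replicate 3. In control replicate 2 it was gma-miR396e, whose mean in controls (73740 RPM) thereby exceeded that of aqc-miR535. Table S6 assigns no family to 560 of the 1597 names.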

Unaligned readings were analyzed to identify new miRNAs. Following the exclusion of small RNAs that did not satisfy the established criteria for plant miRNAs, finally a total of 92 upregulated and 231 downregulated differentially expressed miRNAs (DEMs) was obtained (Fig. 4A; Supplemental Table S7).

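The largest rise was that of gra-miR8640, with 1.65 ± 1.01 RPM in controls and 139 ± 21.5 RPM under heat (SD, n = 3 in each group), and it passed under all 19 alternatives. For gra-miR8640 the log2 fold change was 5.79 (standard error 0.62, unadjusted p = 1.1e-05 and adjusted p = 0.0175 from limma). This miRNA had 2, 1 and 2 reads in control replicates 1 to 3 and 122, 77 and 203 reads in heat replicates 1 to 3. Members of miR319, whose targets are TCP factors of leaf growth, were higher in 4 of 24 cases, among them gma-miR319g with 5.01 ± 6.08 RPM in controls and 52.8 ± 23.5 RPM under heat (SD, n = 3 in each group). For gma-miR319g the log2 fold change was 3.71 (standard error 0.99, unadjusted p = 0.00522 and adjusted p = 0.341 from limma). Also higher was mtr-miR2592ap, at 201 ± 91.5 RPM in controls and 4765 ± 3468 RPM under heat (SD, n = 3 in each group). For mtr-miR2592ap the log2 fold change was 4.18 (standard error 0.84, unadjusted p = 0.000953 and adjusted p = 0.304 from limma). Among phosphate starvation miRNAs, 6 of 40 names of miR399, 2 of 11 of miR827 and 3 of 13 of miR2111 were lower, and 1 of miR399 was higher. The summed RPM of miR399, which targets the phosphate regulator PHO2, was 2559.9 ± 864 RPM (SD, n = 3) in the control libraries and 599 ± 526 RPM (SD, n = 3) under heat. For miR827 it was 9646 ± 4912 RPM (SD, n = 3) against 2090.3 ± 1049 RPM (SD, n = 3), and for miR2111 14711 ± 3298 RPM (SD, n = 3) against 6927 ± 2167 RPM (SD, n = 3). Without control replicate 2, 6 names of miR399, 1 of miR827 and 2 of miR2111 were lower, and after quantile normalization 5, 1 and 2. Of the miR396 names, cca-miR396a-3p fell from 1845 ± 573 to 139 ± 136 RPM (SD, n = 3 in each group) and passed under all 19 alternatives. For cca-miR396a-3p the log2 fold change was −4.10 (standard error 0.71, unadjusted p = 0.000350 and adjusted p = 0.280 from limma). The largest fall among the miRNAs whose groups did not overlap was that of osa-miR398b (log2 fold change −5.23, unadjusted p = 0.00869 from limma), which did not pass at −3.65 without control replicate 2. The paper also names aly-miR4242, lower here at 12.5 ± 9.50 RPM in controls and 1.42 ± 1.45 RPM under heat (SD, n = 3 in each group). For aly-miR4242 the log2 fold change was −2.43 (standard error 0.87, unadjusted p = 0.0229 and adjusted p = 0.482 from limma). This miRNA did not pass at −2.43 without control replicate 2, −1.89 without control replicate 3, −1.90 without heat replicate 2 and −2.52 without heat replicate 3, nor with a pseudocount of 10 RPM or after quantile normalization. Also named there, bdi-miR7713-5p did not pass with 20.0 ± 11.2 RPM in controls and 90.2 ± 104 RPM under heat (SD, n = 3 in each group), although edgeR's quasi-likelihood test (unadjusted p = 0.0393) and DESeq2 (unadjusted p = 0.0123) called it. For bdi-miR7713-5p the log2 fold change was 1.67 (standard error 0.90, unadjusted p = 0.0985 and adjusted p = 0.602 from limma). In all, 34 miRNAs were higher and 114 lower by limma at an unadjusted p, and 1, gra-miR8640, passed at an adjusted p. By edgeR's quasi-likelihood test on the recovered reads 51 were higher, 147 lower and 0 passed at an adjusted p, and by DESeq2 60, 92 and 24. The median log2 fold change over all miRNAs was −0.37, and −0.22 after rescaling by the median ratio, which gave 57 higher and 76 lower. Quantile normalization (median 0.03) gave 78 higher and 46 lower, and leaving out the most abundant family (median −0.15) gave 57 and 63. A pseudocount of 10 RPM gave 70 lower, and by library the lower count was 71, 63 and 72 without control replicate 2, heat replicate 2 and heat replicate 3, while 19 were higher without heat replicate 2. No miRNA passed at an adjusted p without control replicate 1, control replicate 3 or any 1 of the heat replicates, and 7 did without control replicate 2. By fry, 0 of 35 families with at least 5 members moved as a whole at an adjusted p (lowest 0.317; 5 at an unadjusted p), and camera called 4 with a preset correlation and 0 with an estimated one (lowest adjusted p = 0.705). Without control replicate 2, 2 families passed by limma's rotation test fry, MIR399 and MIR171_1, both lower (adjusted p = 0.0447 each). From the annotation of the genes these DEMs are predicted to target, the paper proposes that the miRNAs act on DNA binding and transcriptional control in the nucleus.

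**Figure D5:**
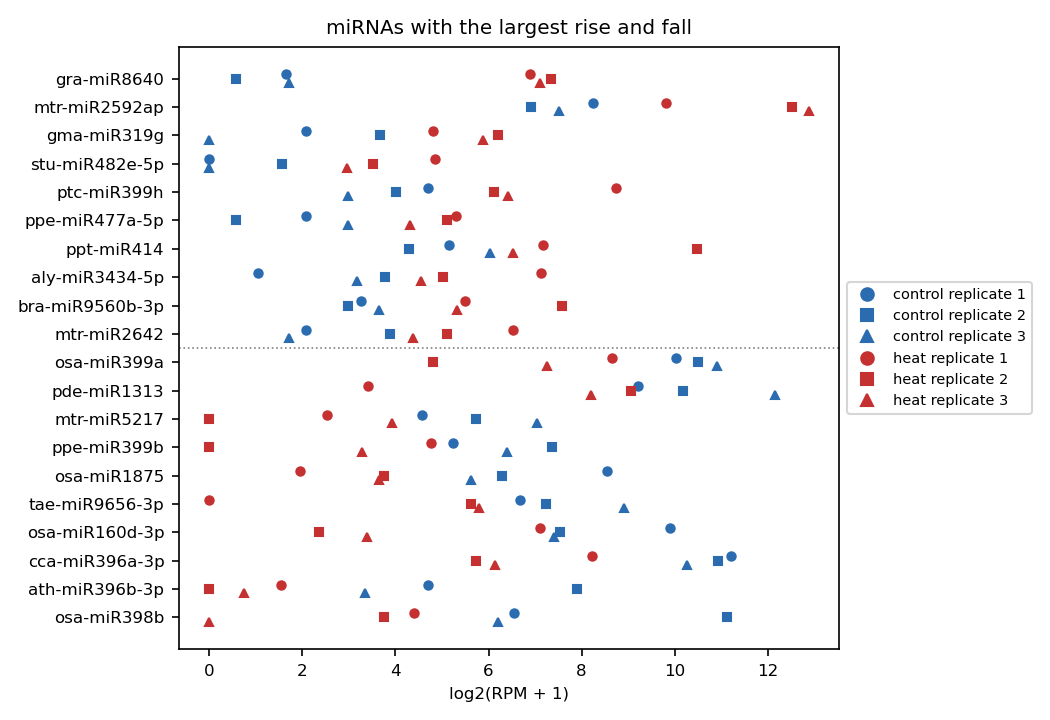
Log2(RPM + 1) of the 10 miRNAs with the largest rise (above the dotted line) and the 10 with the largest fall past the thresholds whose groups do not overlap, 1 point per library, controls in blue and heat in red. The 3 heat libraries of gra-miR8640, with a mean of 139 RPM, lie apart from the controls, whose mean is 1.65 RPM.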

**Fig. 4:**
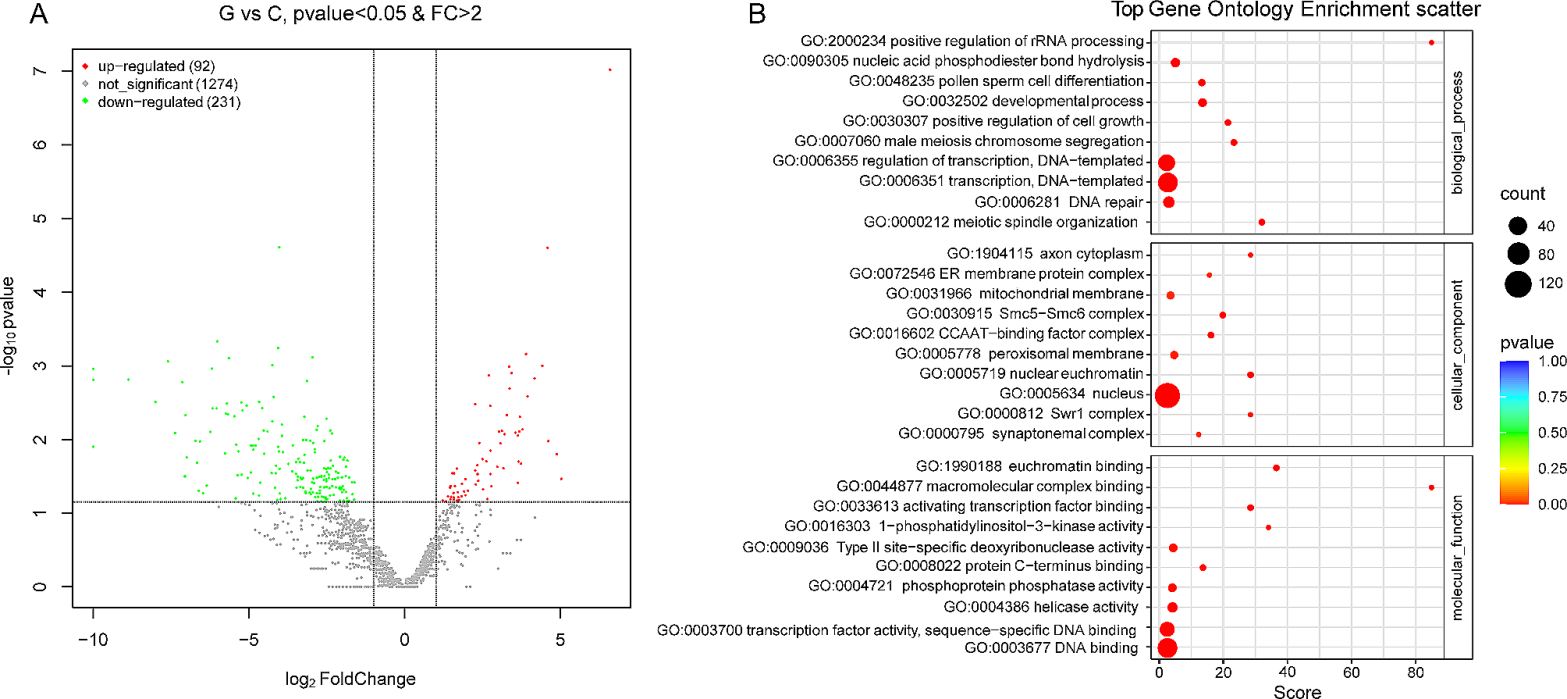
Analysis of differentially expressed miRNAs (DEMs) between G and C. (**A**) The number of DEMs in response to heat stress treatments in *P. ternata* seedlings. (**B**) Gene ontology (GO) enrichment analysis of stress-responsive DEMs under heat treatments. The ordinate is the enriched GO term, and the abscissa is the percent and number of differentially expressed genes in this term. Different colors are used to distinguish biological processes, cellular components, and molecular functions

### Identification of the potential target genes

To gain a thorough understanding of the biological relevance of miRNAs and other short RNAs, the individual genes that they target must be identified. This information can be used to unravel the intricate regulatory network of miRNA-target interactions and their potential impact on various biological processes. We predicted 3,017 targets for 289 miRNAs that were differentially expressed during heat stress in *P. ternata* seedlings (Supplemental Table S8). Along with aly-miR4242 and bdi-miR7713-5p, 29 other miRNAs were predicted to interact with only one target gene. The remaining miRNAs exhibited a propensity to target several genes. The maximum number of targets was 117 for ppt-miR414, followed by 88 for osa-miR2102 and 87 for ppe-miR8123-3p. GO enrichment analysis was conducted to gain a deeper understanding of the potential biological functions associated with the target genes involved in heat-stress response (Fig. 4B; Supplemental Table S9). Among the enriched BPs, the most enriched GO terms were transcription, DNA-templated (GO:0006351) and regulation of transcription, DNA-templated (GO:0006355). In the cellular component group, the nucleus (GO:0005634) was the most overrepresented term. Among the enriched MFs, the most significant GO terms were DNA binding (GO:0003677) and transcription factor activity, sequence-specific DNA binding (GO:0003700). These observations suggest that the identified miRNAs may have a significant impact on DNA binding and transcriptional control within the nucleus.

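Predicted targets with complete gene lists in Table S9 were compared as 15 groups of 6 to 16 tested unigenes, and none passed as a whole in 1 direction at an adjusted p. The terms of transcription, nucleus, DNA binding and transcription factor activity that the paper names were not among them, so its proposal was not tested. The groups pool targets of rising and falling miRNAs, so opposite changes can cancel in fry. The group of mRNA processing, with 10 unigenes, had 2 higher, none lower and a median log2 fold change of 0.64 (adjusted p = 0.148 from limma's rotation test fry). Sequence-specific DNA binding, the nuclear function nearest to transcription among them, had 8 unigenes, of which none was higher and 1 lower, with a median of 0.24 (adjusted p = 0.894 from limma's rotation test fry). Carbohydrate metabolism, with 8 unigenes, had 1 higher and a median of 0.51 (adjusted p = 0.148 from limma's rotation test fry). Chloroplast stroma held 16 unigenes, of which 2 were higher and 1 lower, with a median of 0.10 (adjusted p = 0.680 from limma's rotation test fry). Unigenes of the vacuole, 12 in number, were lower in 2 cases and higher in none (adjusted p = 0.711 from limma's rotation test fry). At an unadjusted p 4 groups passed by fry. The mixed form of fry, which asks whether members change in either direction, passed for 11 at an adjusted p. It does not compare a group with other unigenes, and of all 68978 tested 4142 were called higher and 2793 lower. The 11 therefore do not set predicted targets apart from other unigenes. Camera called 0 groups with a preset correlation and 0 with an estimated one (lowest adjusted p = 0.977). The count of 0 became 1 with no filter on TPM, 3 with at least 5 TPM in the higher group and 3 without heat replicate 2.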

### Integrated analysis of miRNAome and transcriptome

As miRNAs negatively regulate the expression of their target mRNAs through target cleavage, their expression patterns are generally inversely correlated with those of their target. We collected miRNA-target gene pairs with negative regulatory interactions from the differential miRNA-differential target gene association analysis table and combined them with the transcriptome and miRNAome data (Table 3). For example, ata-miR2275a-5p was upregulated after heat stress, whereas its potential target gene (TRINITY_DN70714_c2_g1), an MYB family gene, was downregulated under heat stress conditions. 

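In the small RNA libraries, ata-miR2275a-5p, of a family that triggers phased small RNAs, stood at 132 ± 165 RPM in controls and 744 ± 472 RPM under heat (SD, n = 3 in each group). For ata-miR2275a-5p the log2 fold change was 3.06 (standard error 1.07, unadjusted p = 0.0204 and adjusted p = 0.482 from limma). It had 53, 37 and 280 reads in control replicates 1 to 3 and 210, 510 and 1426 reads in heat replicates 1 to 3, and 2 of the 3 heat libraries lay above every control. Its predicted target TRINITY_DN70714_c2_g1, of the MYB superfamily of transcription factors, fell from 18.3 ± 6.66 to 5.16 ± 1.02 TPM (SD, n = 3 in each group), and passed under all 13 alternatives. For TRINITY_DN70714_c2_g1 the log2 fold change was −1.61 (standard error 0.29, adjusted p = 0.00942 from limma). Of 9 names of miR2275, 2 were higher and none lower in limma, and 1 was higher without control replicate 2. The call of ata-miR2275a-5p was lost at log2 fold changes of 2.92 without control replicate 1, 2.11 without control replicate 2, 2.64 without heat replicate 2 and 2.71 without heat replicate 3, and edgeR's quasi-likelihood test gave an unadjusted p = 0.0738, which did not pass.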

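The miR172 family, which targets AP2 factors of flowering and phase change, includes gma-miR172h-5p, at 297 ± 207 RPM in controls and 58.1 ± 34.4 RPM under heat (SD, n = 3 in each group). For gma-miR172h-5p the log2 fold change was −2.34 (standard error 0.77, unadjusted p = 0.0154 and adjusted p = 0.455 from limma). This miRNA was represented by 226, 246 and 458 reads in control replicates 1 to 3 and 86, 9 and 107 reads in heat replicates 1 to 3, and the values of the groups did not overlap. Its predicted target TRINITY_DN70355_c4_g2, annotated as a calcium-responsive transcription coactivator, rose from 0.980 ± 0.305 to 8.42 ± 0.852 TPM (SD, n = 3 in each group). For TRINITY_DN70355_c4_g2 the log2 fold change was 2.26 (standard error 0.27, adjusted p = 0.00108 from limma). Also predicted as its target, TRINITY_DN48595_c0_g1, annotated as a GRF1-interacting factor of leaf growth, rose from 0.228 ± 0.0788 to 5.59 ± 1.92 TPM (SD, n = 3 in each group). TRINITY_DN48595_c0_g1 had a log2 fold change of 2.38 (standard error 0.31, adjusted p = 0.00166 from limma). Both targets passed under all 13 alternatives. For gma-miR172h-5p the log2 fold changes of −2.35 without control replicate 1, −1.80 without control replicate 3 and −1.67 without heat replicate 2 did not pass, nor did that of −1.68 after quantile normalization (unadjusted p = 0.106 from limma) or edgeR's quasi-likelihood test (unadjusted p = 0.0628), whereas DESeq2 did (unadjusted p = 0.0338).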

Another potential target gene (TRINITY_DN70355_c4_g2) associated with calcium response was upregulated by heat stress, and its counterpart *gma-miR172h-5p* was downregulated. Moreover, our findings indicated that heat stress led to a decrease in the expression of *ptc-miR156k*, *osa-miR166b-5p*, and *bra-miR172c-5p*, whereas *ghr-miR160* was upregulated following heat treatment. 

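Of these 4 miRNAs, osa-miR166b-5p fell under heat, from 50.0 ± 7.19 to 10.7 ± 3.86 RPM (SD, n = 3 in each group), and passed under all 18 alternatives. For osa-miR166b-5p the log2 fold change was −2.18 (standard error 0.58, unadjusted p = 0.00533 and adjusted p = 0.341 from limma). Its predicted target TRINITY_DN73459_c1_g1, a mitochondrial ribosomal protein, rose from 1.50 ± 0.390 to 9.23 ± 1.80 TPM (SD, n = 3 in each group). TRINITY_DN73459_c1_g1 had a log2 fold change of 2.03 (standard error 0.27, adjusted p = 0.00202 from limma). The miR156 family controls the change from the juvenile to the adult phase through SPL factors, and ptc-miR156k had 1, 43 and 2 reads in control replicates 1 to 3 and 0, 0 and 2 reads in heat replicates 1 to 3. Its log2 fold change did not pass by limma (unadjusted p = 0.0684 and adjusted p = 0.550 from limma). It passed at −2.68 without control replicate 1, with a pseudocount of 0.1 RPM and by edgeR's quasi-likelihood test (unadjusted p = 0.0438). The miRNA bra-miR172c-5p had 37.0 ± 28.2 RPM in controls and 9.45 ± 8.08 RPM under heat (SD, n = 3 in each group) and did not pass, except at −2.57 without control replicate 3. For bra-miR172c-5p the log2 fold change was −1.67 (standard error 0.95, unadjusted p = 0.117 and adjusted p = 0.605 from limma). The miR160 family targets auxin response factors, and ghr-miR160 had 2, 6 and 1 reads in control replicates 1 to 3 and 0, 42 and 3 reads in heat replicates 1 to 3. For ghr-miR160 the log2 fold change was 1.11 (standard error 1.50, unadjusted p = 0.481 and adjusted p = 0.796 from limma). It did not pass by limma, and without heat replicate 2 its log2 fold change was −0.78, below 0. By DESeq2 the unadjusted p of ghr-miR160 was 0.0267 and by edgeR's quasi-likelihood test 0.0501.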

Further analysis indicated that 25 miRNAs were differentially expressed, corresponding to 41 distinct target genes, suggesting that a single miRNA has the potential to regulate multiple target genes.

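Table 3 holds 41 entries, which are 40 distinct pairs of 26 distinct miRNAs and 39 distinct target unigenes, and the log2 fold changes of miRNA and target had opposite signs in all 41 entries, the property by which the study had selected them. Both partners passed in 13 pairs, of 9 miRNAs and 13 targets. With the rise of mtr-miR2592ap, its target TRINITY_DN69416_c1_g2, a serine carboxypeptidase-like protein, fell from 11.6 ± 4.12 to 2.10 ± 1.37 TPM (SD, n = 3 in each group). For TRINITY_DN69416_c1_g2 the log2 fold change was −2.07 (standard error 0.37, adjusted p = 0.00854 from limma). The miRNA ppt-miR414 rose from 39.2 ± 23.1 to 549.6 ± 749 RPM (SD, n = 3 in each group), though not at 2.89 without control replicate 1 and 2.46 without control replicate 2, and 4 of its predicted targets fell. For ppt-miR414 the log2 fold change was 2.90 (standard error 1.02, unadjusted p = 0.0210 and adjusted p = 0.482 from limma). Among these targets was TRINITY_DN74214_c3_g1, a probable strigolactone esterase D14 of branching control, from 10.7 ± 3.98 to 3.38 ± 2.06 TPM (SD, n = 3 in each group). For TRINITY_DN74214_c3_g1 the log2 fold change was −1.47 (standard error 0.38, adjusted p = 0.0363 from limma). That target did not pass at −1.52 without control replicate 1, −1.21 without control replicate 2, −1.68 without control replicate 3, −1.14 without heat replicate 2 and −1.45 without heat replicate 3, nor with no filter on TPM. While ptc-miR396e-3p was lower (log2 fold change −3.87, unadjusted p = 0.0343 from limma), its target TRINITY_DN68263_c0_g2, a putative lysine-specific demethylase, rose from 6.11 ± 1.89 to 16.3 ± 1.43 TPM (SD, n = 3 in each group), except without control replicate 3 (log2 fold change 1.10). TRINITY_DN68263_c0_g2 had a log2 fold change of 1.32 (standard error 0.27, adjusted p = 0.0151 from limma). The call of ptc-miR396e-3p was lost at −3.93 without control replicate 1, −2.17 without control replicate 2, −4.39 without heat replicate 1, −3.62 without heat replicate 2 and −3.62 without heat replicate 3, and also with a pseudocount of 10 RPM and among miRNAs with a mean of at least 10 RPM. Of the 26 miRNAs, 4 were higher and 5 lower by limma, and of the 39 targets 15 were higher and 19 lower. The 13 pairs became 8 without RNA control replicate 1, 7 without RNA control replicate 3, 8 without small RNA control replicate 1, 6 without small RNA control replicate 2 and 8 without small RNA heat replicate 3. By edgeR's quasi-likelihood test 15 of the 26 miRNAs passed, and 19 entries, 18 distinct pairs, then had both partners past the thresholds. The pairs were chosen by the study on these libraries, so the count is not independent evidence of an inverse relation.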

**Table 3:** The miRNA-target gene pairs showed reverse expression patterns in the comparison group.

miRNA	log2FoldChange	Regulated	Target	log2FoldChange	Regulated	Annotation
ata-miR2275a-5p	2.333785162	up	TRINITY_DN70714_c2_g1	-1.825905376	down	Transcription factor, Myb superfamily
ath-miR865-5p	-3.179420997	down	TRINITY_DN69793_c0_g3	2.060074385	up	Phosphoribosylaminoimidazole carboxylase (Vigna aconitifolia)
bra-miR172c-5p	-1.872878627	down	TRINITY_DN63657_c1_g1	1.173622602	up	Paf1/RNA polymerase II complex, RTF1 component (involved in regulation of TATA box-binding protein)
cme-miR169q	-1.870743344	down	TRINITY_DN60798_c0_g1	1.303453374	up	Ornithine carbamoyltransferase, chloroplastic (Musa acuminata)
ghr-miR160	3.623852331	up	TRINITY_DN71553_c1_g1	-1.075618235	down	Uncharacterized protein LOC105044151 (Elaeis guineensis)
gma-miR172h-5p	-2.120101667	down	TRINITY_DN70355_c4_g2	3.103030198	up	Calcium-responsive transcription coactivator
gma-miR172h-5p	-2.120101667	down	TRINITY_DN48595_c0_g1	4.614621875	up	GRF1-interacting factor 1 (Phoenix dactylifera)
gma-miR396e	-4.903063906	down	TRINITY_DN74739_c4_g1	1.446181101	up	Uncharacterized protein LOC104613301 (Nelumbo nucifera)
gma-miR396h	-4.52553491	down	TRINITY_DN74739_c4_g1	1.446181101	up	Uncharacterized protein LOC104613301 (Nelumbo nucifera)
hvu-miR6214	1.596413994	up	TRINITY_DN56096_c0_g1	-2.459524584	down	Cytochrome P450 CYP4/CYP19/CYP26 subfamilies
hvu-miR6214	1.596413994	up	TRINITY_DN63516_c1_g3	-2.791599064	down	Hypothetical protein SELMODRAFT_117724 (Selaginella moellendorffii)
hvu-miR6214	1.596413994	up	TRINITY_DN71342_c3_g1	-1.913308793	down	Mavicyanin (Musa acuminata)
hvu-miR6214	1.596413994	up	TRINITY_DN65549_c0_g2	-1.648548563	down	Mavicyanin (Musa acuminata)
hvu-miR6214	1.596413994	up	TRINITY_DN66656_c2_g2	-2.662091299	down	Probable xyloglucan glycosyltransferase 9 (Musa acuminata)
hvu-miR6214	1.596413994	up	TRINITY_DN39053_c0_g1	-3.679784907	down	Proline-rich receptor-like protein kinase PERK13 (Musa acuminata)
hvu-miR6214	1.596413994	up	TRINITY_DN66595_c1_g1	-1.344644483	down	Subtilisin-like protease SBT1.7 (Capsicum annuum)
hvu-miR6214	1.596413994	up	TRINITY_DN65942_c0_g2	-1.329286242	down	Transmembrane protein 45A (Brachypodium distachyon)
hvu-miR6214	1.596413994	up	TRINITY_DN62698_c0_g1	-2.517059999	down	Uncharacterized serine-rich protein C215.13 (Nelumbo nucifera)
hvu-miR6214	1.596413994	up	TRINITY_DN72360_c2_g1	-1.126451034	down	Unnamed protein product [Coffea canephora]
mes-miR477a	-7.063544847	down	TRINITY_DN65677_c0_g3	1.67209331	up	Uncharacterized protein LOC18435300 (Amborella trichopoda)
mes-miR477a	-7.063544847	down	TRINITY_DN65677_c0_g3	1.67209331	up	Uncharacterized protein LOC18435300 [Amborella trichopoda]
mtr-miR2592ap	4.575249424	up	TRINITY_DN69416_c1_g2	-2.46793172	down	Serine carboxypeptidase-like 33 (Phoenix dactylifera)
mtr-miR319a-5p	2.25089675	up	TRINITY_DN59178_c0_g1	-1.23086805	down	1-deoxy-D-xylulose 5-phosphate reductoisomerase LOC101494630 (Cicer arietinum)
mtr-miR5561-3p	-1.81775499	down	TRINITY_DN70248_c0_g1	1.259637401	up	Uncharacterized protein LOC105056005 (Elaeis guineensis)
osa-miR166b-5p	-1.936901594	down	TRINITY_DN73459_c1_g1	2.619379805	up	39S ribosomal protein L47 (Morus notabilis)
osa-miR2931	-2.109704093	down	TRINITY_DN74783_c2_g2	1.733618537	up	Glucose-6-phosphate 1-dehydrogenase 4 (Elaeis guineensis)
osa-miR5795	1.218461156	up	TRINITY_DN61930_c1_g1	-1.302771326	down	Soflavone reductase homolog [Nicotiana sylvestris]
ppe-miR482a-5p	1.554364735	up	TRINITY_DN62981_c1_g1	-1.117358942	down	50S ribosomal protein L35, chloroplastic (Elaeis guineensis)
ppe-miR6262	-2.563930335	down	TRINITY_DN55866_c0_g1	1.905992499	up	Protein NUCLEAR FUSION DEFECTIVE 6, chloroplastic/mitochondrial (Brachypodium distachyon)
ppe-miR6275	2.409852564	up	TRINITY_DN41916_c0_g1	-2.333725712	down	Clustered mitochondria protein (Musa acuminata)
ppe-miR8123-3p	5.013405557	up	TRINITY_DN54325_c0_g2	-2.902112441	down	Expansin-A4-like (Elaeis guineensis)
ppt-miR1048-3p	-1.635244915	down	TRINITY_DN71304_c1_g1	1.634822565	up	Ankyrin-1 isoform X2 (Elaeis guineensis)
ppt-miR2083-5p	1.411864472	up	TRINITY_DN63923_c0_g3	-1.187434507	down	50S ribosomal protein L29, chloroplastic-like (Vitis vinifera)
ppt-miR2083-5p	1.411864472	up	TRINITY_DN62493_c1_g2	-1.529507641	down	Ferric reduction oxidase 7, chloroplastic-like (Elaeis guineensis)
ppt-miR414	3.687774991	up	TRINITY_DN71797_c2_g2	-1.531825334	down	Lysine histidine transporter 2 (Arabidopsis thaliana)
ppt-miR414	3.687774991	up	TRINITY_DN74214_c3_g1	-1.662038819	down	Probable strigolactone esterase D14 (Phoenix dactylifera)
ppt-miR414	3.687774991	up	TRINITY_DN54254_c1_g1	-2.022678378	down	Uncharacterized protein (Oryza punctata)
ppt-miR414	3.687774991	up	TRINITY_DN73823_c3_g4	-1.775870081	down	Uncharacterized protein LOC101498079 (Cicer arietinum)
ptc-miR156k	-3.499915672	down	TRINITY_DN75067_c4_g1	1.435481162	up	Presequence protease 1, chloroplastic/mitochondrial-like (Musa acuminata)
ptc-miR396e-3p	-6.179188792	down	TRINITY_DN68263_c0_g2	1.41738653	up	Putative lysine-specific demethylase JMJD5 (Eucalyptus grandis)
smo-miR1091	-1.943586526	down	TRINITY_DN67006_c0_g2	2.373833497	up	Uncharacterized protein LOC105032422 (Elaeis guineensis)

We performed qRT-PCR on the six aforementioned miRNAs and their corresponding possible target genes to confirm the expected regulatory link between heat stress-associated miRNAs and their targets. 

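Among the target unigenes with primers in Table S1, TRINITY_DN75067_c4_g1, a presequence protease of chloroplasts and mitochondria predicted as a target of ptc-miR156k, rose from 11.0 ± 1.20 to 29.7 ± 8.85 TPM (SD, n = 3 in each group). For TRINITY_DN75067_c4_g1 the log2 fold change was 1.32 (standard error 0.26, adjusted p = 0.0135 from limma). TRINITY_DN60798_c0_g1, a chloroplast ornithine carbamoyltransferase of arginine synthesis predicted as a target of cme-miR169q, rose from 8.06 ± 1.45 to 19.9 ± 5.44 TPM (SD, n = 3 in each group). TRINITY_DN60798_c0_g1 had a log2 fold change of 1.18 (standard error 0.28, adjusted p = 0.0258 from limma). The miRNA cme-miR169q had 12.5 ± 9.53 RPM in controls and 3.20 ± 2.84 RPM under heat (SD, n = 3 in each group) and did not pass by limma or under any of its 18 alternatives. For cme-miR169q the log2 fold change was −1.81 (standard error 0.98, unadjusted p = 0.0988 and adjusted p = 0.602 from limma). TRINITY_DN63657_c1_g1, annotated as a component of the Paf1 complex of transcription and predicted as a target of bra-miR172c-5p, rose from 7.82 ± 0.791 to 17.6 ± 4.58 TPM (SD, n = 3 in each group). TRINITY_DN63657_c1_g1 had a log2 fold change of 1.05 (standard error 0.27, adjusted p = 0.0336 from limma). TRINITY_DN71553_c1_g1, a predicted target of ghr-miR160 with no known function, had 10.6 ± 1.38 TPM in controls and 5.05 ± 0.756 TPM under heat (SD, n = 3 in each group), a log2 fold change below 1 in size that did not pass. For TRINITY_DN71553_c1_g1 the log2 fold change was −0.95 (standard error 0.25, adjusted p = 0.0378 from limma). This unigene passed as lower at −1.03 without heat replicate 1, with a pseudocount of 0.1, after rescaling by the median ratio and after quantile normalization. The other calls ended with 1 library, and with it power, left out, for the presequence protease at log2 fold changes of 1.25 without control replicate 1 and 1.10 without heat replicate 3. The carbamoyltransferase did not pass at 1.23 without control replicate 1, 1.05 without control replicate 2, 1.27 without control replicate 3, 1.02 without heat replicate 2 and 1.12 without heat replicate 3. The Paf1 component did not pass at 1.12 without control replicate 1, 1.00 without control replicate 2, 1.03 without control replicate 3, 0.94 without heat replicate 2 and 0.94 without heat replicate 3. Rescaling by the median ratio and no filter on TPM each ended the calls of the carbamoyltransferase and the Paf1 component, and quantile normalization that of the Paf1 component.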

The qRT-PCR results agreed with those obtained from Illumina sequencing. This concurrence provides additional support for the observed inverse expression patterns of the six miRNA-target pairs investigated in our study (Fig. 5). Expression profiling analyses of miRNA-mRNA interactions demonstrated a substantial level of confidence in the prediction of target genes. To further understand the regulatory mechanisms of the miRNAs, a molecular regulatory network diagram was constructed for these six miRNAs (Fig. 6). The results showed that all the miRNAs interacted closely with the genes. However, further testing of similar pairs is required to gain insight into the response of *P. ternata* seedlings to heat stress.

**Fig. 5:**
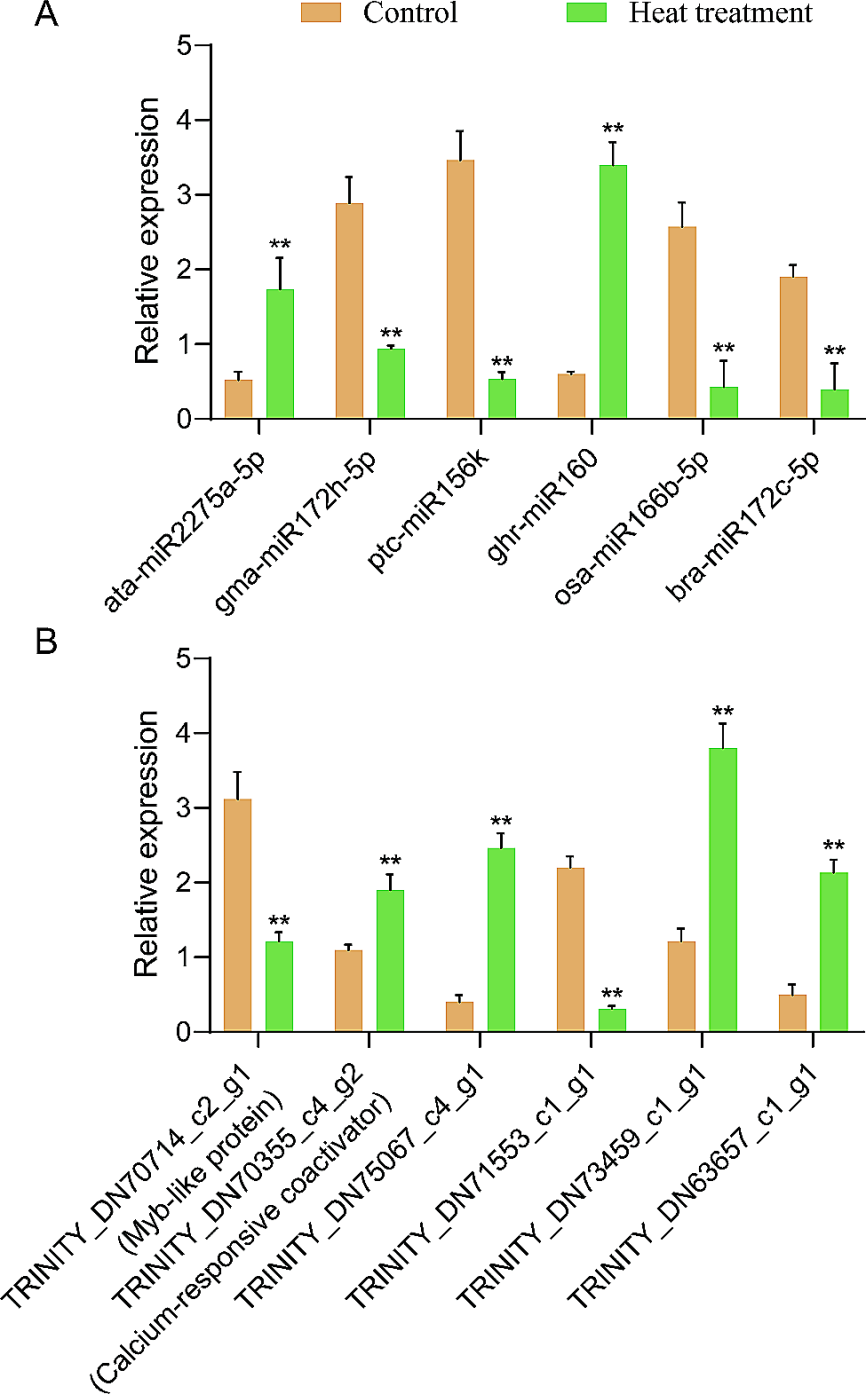
Validation of expression profile of miRNAs and their predicted target genes in *P. ternata* seedlings. Expression analysis of selected miRNAs (**A**) and one of their predicted targets genes (**B**) using qRT-PCR. Three biological replicates and two technical replicates were included in the study. Asterisks indicate significant differences between the control and the heat treatment sample (Student’s *t*-test, *P < 0.05, **P < 0.01)

**Fig. 6:**
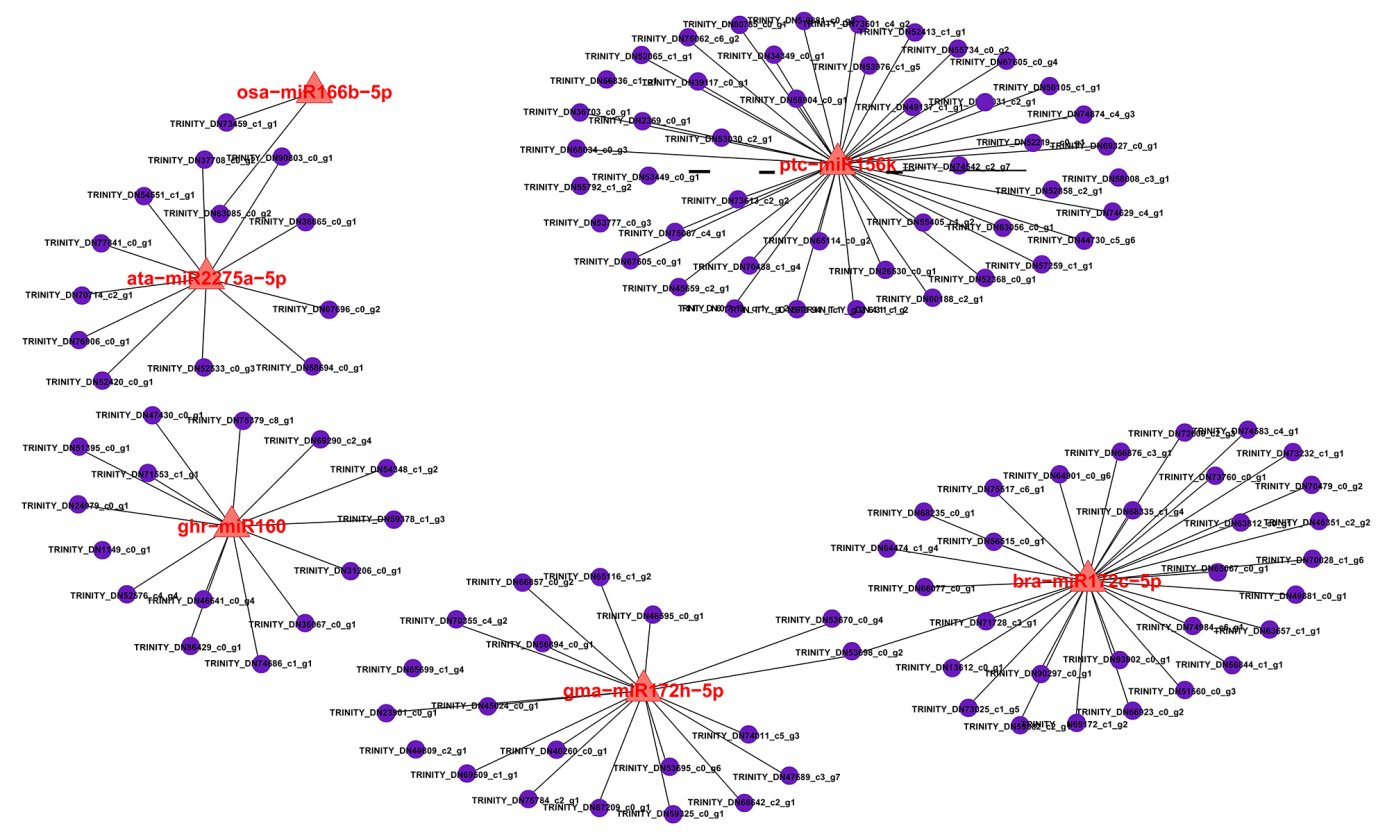
Molecular regulatory network diagram. The black lines represent the interaction between hub miRNA with their corresponding targeted genes

## Discussion

High temperatures, whether temporary or prolonged, can induce modifications in the morphological, physiological, and biochemical properties of plants, thereby affecting plant growth and development. This can lead to a significant decrease in yield, particularly in plant species vulnerable to high temperatures [24, 37]. *P. ternata* is a heat-sensitive plant, and heat is an important limiting factor in its production. The molecular mechanisms of the response to high temperatures in model plants have been well studied; however, the mechanisms of heat-stress response have been challenging to investigate in *P. ternata* because of its susceptibility to the “sprout tumble” phenomenon caused by high temperatures. However, the absence of a genome sequence for this species poses a challenge in unraveling the underlying molecular mechanisms. Omics-based approaches, including suppression subtractive hybridization [22], proteomics [38], and transcriptomics [39, 40], has been applied to *P. ternata* for the data mining of heat-responsive factors. However, none of the genes involved in heat-stress response have been functionally verified in *P. ternata*. Therefore, it is necessary to design an integrated multi-omics approach to elucidate the molecular regulatory network of *P. ternata* in response to heat stress. Our study combined transcriptome and miRNAome data to identify miRNAs and their target genes associated with heat stress.

The transcriptome sequencing results of *P. ternata* seedlings provided valuable insights into the molecular response to heat stress. The identification of a large number of transcripts (574,168) and their assembly into unigenes (208,217) highlighted the complexity of the transcriptome and the diversity of expressed genes in this species. The identification of 4,960 DEGs indicates substantial transcriptional changes in *P. ternata* seedlings under heat stress conditions. Interestingly, the number of downregulated genes (2,716) was higher than that of upregulated genes (2,244), suggesting that the plant response to heat stress may involve the repression of certain genes or pathways, as a probable strategy to conserve energy or redirect resources toward stress response mechanisms [41]. Functional annotation of the DEGs using GO and KEGG analyses provided insights into the biological processes and pathways potentially involved in plant responses to heat stress. The involvement of DEGs in the response to stimuli and signal transduction pathways suggests that these genes play crucial roles in sensing and responding to heat stress signals. The enrichment of DEGs in plant hormone signal transduction and the MAPK signaling pathway was particularly important because these pathways play key roles in plant stress responses [42]. Because of the complexity of this regulatory mechanism, their function in plant responses to heat stress is worth-exploring.

TFs play important roles in plant responses to heat stress. Members of the TF family such as NAC [43], bHLH [44], WRKY [45], MYB [46], AP2/ERF [47] and bZIP [48] are associated with heat stress. 

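Of the 16 unigenes of the NAC, bHLH, WRKY and bZIP families in Fig. 3, 5 were higher under heat, 6 were lower and 5 did not pass in limma, and after rescaling by the median ratio 3 were higher and 9 lower. Among WRKY factors, known from defence and stress signalling, TRINITY_DN69827_c0_g1 fell from 14.9 ± 8.81 to 1.77 ± 1.04 TPM (SD, n = 3 in each group). TRINITY_DN69827_c0_g1 had a log2 fold change of −2.42 (standard error 0.45, adjusted p = 0.00975 from limma). In the same family TRINITY_DN66719_c0_g1 rose from 1.46 ± 1.87 to 10.3 ± 3.98 TPM (SD, n = 3 in each group), but not at 2.11 without control replicate 3 and 2.14 without heat replicate 3. For TRINITY_DN66719_c0_g1 the log2 fold change was 2.39 (standard error 0.48, adjusted p = 0.0133 from limma). The WRKY family had 1 member higher and 3 lower. Of bHLH factors, a family with roles in light and growth signalling, TRINITY_DN70514_c2_g1 fell from 6.66 ± 1.31 to 0.320 ± 0.288 TPM (SD, n = 3 in each group), and TRINITY_DN62749_c0_g1 rose from 5.87 ± 0.404 to 20.5 ± 3.60 TPM (SD, n = 3 in each group), while 2 did not pass. TRINITY_DN70514_c2_g1 had a log2 fold change of −2.55 (standard error 0.30, adjusted p = 0.00108 from limma). For TRINITY_DN62749_c0_g1 the log2 fold change was 1.63 (standard error 0.24, adjusted p = 0.00350 from limma). Of 3 bZIP factors, 1 was higher and 2 lower, TRINITY_DN65377_c0_g1 from 13.6 ± 6.96 to 1.66 ± 1.58 TPM (SD, n = 3 in each group). TRINITY_DN65377_c0_g1 had a log2 fold change of −2.51 (standard error 0.44, adjusted p = 0.00775 from limma). The named WRKY factor that fell and the named bHLH and bZIP factors passed under all 13 alternatives run. By sign alone, 5 of the 16 log2 fold changes were positive and 11 negative. The study chose the 16 among its DEGs on these libraries, so the tally is not independent evidence.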

Our analysis revealed that the downregulated members (*n* = 14) of the TF families NAC, bHLH, WRKY, and bZIP surpassed the upregulated members (*n* = 7), supporting our earlier inference. NAC TFs have been confirmed to play an important role in the response to heat stress. In rice, SNAC3 regulates the heat-stress response by adjusting the redox homeostasis by controlling the expression of ROS-associated enzyme genes [43]. We also found that the NAC gene family had the largest representation among the TF genes screened. 

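NAC factors, a plant family with roles in stress and senescence, were higher under heat in 2 of 5 cases in limma, and 3 did not pass. TRINITY_DN75282_c1_g1 rose from 20.0 ± 7.84 to 47.2 ± 14.7 TPM (SD, n = 3 in each group), and TRINITY_DN49788_c0_g1 rose from 0.780 ± 0.995 to 6.80 ± 5.50 TPM (SD, n = 3 in each group). For TRINITY_DN75282_c1_g1 the log2 fold change was 1.22 (standard error 0.34, adjusted p = 0.0450 from limma). The NAC unigene TRINITY_DN69647_c1_g2 had 5.37 ± 3.10 TPM in controls and 1.23 ± 0.124 TPM under heat (SD, n = 3 in each group) and did not pass, although it did at −1.84 without control replicate 3 and after either rescaling. TRINITY_DN69647_c1_g2 had a log2 fold change of −1.37 (standard error 0.39, adjusted p = 0.0508 from limma). TRINITY_DN76000_c7_g2 had 5.18 ± 2.92 TPM in controls and 1.77 ± 0.272 TPM under heat (SD, n = 3 in each group) and did not pass, except at −1.46 without control replicate 2. For TRINITY_DN76000_c7_g2 the log2 fold change was −1.03 (standard error 0.38, adjusted p = 0.108 from limma). TRINITY_DN49101_c1_g2 had 6.55 ± 1.60 TPM in controls and 3.14 ± 1.43 TPM under heat (SD, n = 3 in each group) and passed under none of the 13 alternatives. TRINITY_DN49101_c1_g2 had a log2 fold change of −0.91 (standard error 0.33, adjusted p = 0.105 from limma). The rise of TRINITY_DN75282_c1_g1 did not pass at 1.22 without control replicate 2, 0.95 without control replicate 3, 1.17 without heat replicate 2 and 1.01 without heat replicate 3. Neither rise was called with a pseudocount of 0.1, with no filter on TPM, after rescaling by the median ratio or after quantile normalization. After rescaling by the median ratio no NAC unigene was higher and 1 was lower, so the tally of this family depends on the scaling.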

Of the five NAC genes, two were upregulated, while three were downregulated. Further comprehensive investigations are required to ascertain whether these genes are involved in distinct stress-signaling pathways. Heat-shock transcription factors (HSFs) play a pivotal role in the adaptation of plants to heat and other stress stimuli [49]. 

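Both heat shock factor unigenes of Fig. 3 rose under heat, HSFs being the activators and repressors of heat shock genes. TRINITY_DN52050_c0_g5, annotated as the class B factor B-2c, went from 0.990 ± 0.253 to 8.34 ± 4.29 TPM (SD, n = 3 in each group), and passed under all 13 alternatives. For TRINITY_DN52050_c0_g5 the log2 fold change was 2.13 (standard error 0.36, adjusted p = 0.00687 from limma). TRINITY_DN50195_c2_g1 had 0.900 ± 0.413 TPM in controls and 6.81 ± 3.71 TPM under heat (SD, n = 3 in each group), and limma called it higher under 10 of 13 alternatives. The heat libraries of both unigenes lay above every control library, and the study had chosen the factors of Fig. 3 on these same libraries. Rescaling by the median ratio and quantile normalization gave calls for both unigenes, with log2 fold changes after rescaling of 1.97 and 1.81.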

We identified two HSF genes that were significantly altered after heat treatment of *P. ternata* seedlings. Interestingly, the expression of these two genes was reversed, suggesting the presence of a multifaceted regulatory system in *P. ternata* in response to heat stress.

Small RNAs play an important role in the response to different stresses and regulation of gene expression during plant growth and development in plants [50]. Generally, a single miRNA can target several genes, and a single gene can be regulated by several miRNAs [51]. Through miRNAome analysis, 3,017 targets from 289 miRNA families were identified from miRNA libraries. Some miRNAs that have been previously known to respond to heat stress, such as *miR156, miR160, miR166*, and *miR172*, were also detected in our study. 

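All 4 families were among the listed miRNAs, with 68 names of miR156, 18 of miR160, 47 of miR166 and 36 of miR172. Together the names of miR166 held the most reads, with 336458 ± 40404 RPM (SD, n = 3) in the control libraries and 476264 ± 73564 RPM (SD, n = 3) under heat. Those of miR156 summed to 14155 ± 5170.3 RPM (SD, n = 3) in the control libraries and 14421 ± 6667 RPM (SD, n = 3) under heat. For miR172 the sums were 3523 ± 1148 and 1558 ± 559 RPM (SD, n = 3 in each group). For miR160 they were 1873 ± 869 and 815 ± 386 RPM (SD, n = 3 in each group). These sums were not tested.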

In *Arabidopsis*, plants overexpressing *miR160* and *arf* deletion mutants have a significantly higher tolerance to high temperatures than wild-type plants [52]. In the present study, *miR160* was upregulated after heat treatment, suggesting that it might have a function similar to that in other species. *miR160, miR156*, and *miR172* also regulate plant tolerance to high temperatures by regulating the expression levels of target genes [53–55]. However, in the present study, these miRNAs were down-regulated during heat stress. 

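By limma at an unadjusted p, 1 of 68 names of miR156, 2 of 18 of miR160 and 4 of 36 of miR172 were lower under heat, and none was higher. Among the names of miR160, osa-miR160d-3p, with 436 ± 449 RPM in controls and 49.9 ± 74.6 RPM under heat (SD, n = 3 in each group), was lower, but not at −3.18 without control replicate 1, −4.37 without control replicate 2 and −3.55 without heat replicate 3. For osa-miR160d-3p the log2 fold change was −3.99 (standard error 1.23, unadjusted p = 0.0112 and adjusted p = 0.443 from limma). Neither edgeR's quasi-likelihood test (unadjusted p = 0.120) nor DESeq2 (unadjusted p = 0.0709) called osa-miR160d-3p. Of the log2 fold changes, 48 of 68 for miR156, 14 of 18 for miR160 and 33 of 36 for miR172 were negative. The family miR166, the most abundant, had 12 of 47 names lower and none higher, and the sum of its names under heat was 1.42 times that in the controls. The ending 5p or 3p of a name gives the arm of the precursor, and these counts pool both arms. Names of miR166 called lower included osa-miR166b-5p, osa-miR166c-5p, osa-miR166d-5p and, without an arm in its name, mtr-miR166b. The 2 most abundant names, ctr-miR166 and gma-miR166m, had positive log2 fold changes of 0.68 and 0.67 that did not pass. Both miR160 names called lower, osa-miR160d-3p and gma-miR160a-3p, were of the 3p arm. Without control replicate 2, 0 names of miR156 and 0 of miR160 were lower, against 6 of miR172, while 7 of miR166 were lower and 2 higher. Rescaling by the median ratio gave 0 lower names of miR156, 1 of miR160 and 2 of miR172, and for miR166 7 lower and 1 higher. After quantile normalization 2 names of miR156 were higher, and miR166 had 3 lower and 3 higher, so the direction of miR156 and miR166 depends on the scaling. Tested as whole families by fry, MIR172 had an adjusted p = 0.317, MIR166 one of 0.317 and MIR160 one of 0.342, and with an estimated correlation camera gave adjusted p = 0.705, 0.875 and 0.875.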

One possible explanation for this phenomenon is the innate heat sensitivity of wild-type *P. ternata*, which may render it less capable of effectively enduring heat stress.

The integration of transcriptome and miRNAome expression datasets in response to heat stress in *P. ternata* led to the identification of crucial miRNA-mRNA modules. This approach provided a comprehensive understanding of the multiple regulatory networks involved in this biological process. To construct our regulatory network, we utilized only those miRNA-target pairs that showed inverse expression patterns in both our miRNAome and transcriptome datasets with high confidence. The analysis revealed that 25 miRNAs were differentially expressed, corresponding to 41 distinct target genes (Table 3). Among these, we identified an MYB-like and calcium-responsive gene that was significantly regulated by miRNAs. In *Phaseolus vulgaris*, the MYB family gene *PvPHR1* is regulated by PvmiR399, and they play an important role in plant phosphorus deficiency signaling [56]. To date, no studies have provided evidence for the involvement of miRNAs in the regulation of MYB genes during heat stress. Therefore, in-depth studies are required to elucidate the underlying biological mechanisms. Calmodulin has a significant effect on the responses of plants towards heat stress [57]. In our study, we successfully identified a gene that is regulated by calcium and is a transcriptional co-activator that responds to calcium. However, the precise contribution of this gene to the heat-stress response of *P. ternata* seedlings via miRNA regulation remains to be investigated. Integrated analysis revealed the presence of several uncharacterized proteins. This observation could be attributed to the absence of comprehensive genetic data for *P. ternata*. However, this also implies the potential existence of additional stress-related genes among the target genes. Furthermore, we constructed a molecular regulatory network of these miRNAs to depict their intricate interactions with genes, thereby offering insights into the regulatory mechanisms underpinning *P. ternata* seedlings’ response to heat stress. Nevertheless, further experimental validation is necessary to fully elucidate miRNA-mediated regulatory pathways.

## Conclusion

In summary, we studied small RNAs and their target genes in *P. ternata* using transcriptome and miRNAome profiles when exposed to heat stress. Although the complex miRNA-mediated regulatory networks require further study, our findings provide valuable information for the characterization of genes and miRNAs that respond to heat stress in *P. ternata*. Additionally, these results can be useful for other plant species, as they provide insights into the molecular mechanisms that govern plant responses to abiotic stress.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

Supplementary Material 8

Supplementary Material 9

Supplementary Material 10

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) and GSE243965.

# Supplementary material for: Integrated analysis of transcriptome and miRNAome reveals the heat stress response of Pinellia ternata seedlings
**Source:** BMC Genomics. 2024 Apr 23;25:398. doi: 10.1186/s12864-024-10318-x
**Supplement:** Supplementary file 10 — Supplementary Material 10

Supplemental Figures

**Integrated analysis of** **transcriptome and** **miRNAome reveals the heat stress response of *Pinellia ternata* seedlings**

Chen Bo^1,2†^, Mengmeng Liu^1†^, Qian You^1^, Xiao Liu^1^, Yanfang Zhu^1,2^, Yongbo Duan^1,2^, Dexin Wang^3*^, Tao Xue^1,2*^ and Jianping Xue^1,2*^

^†^Chen Bo and Mengmeng Liu are contributed equally to this work.

Tao Xue

Jianping Xue

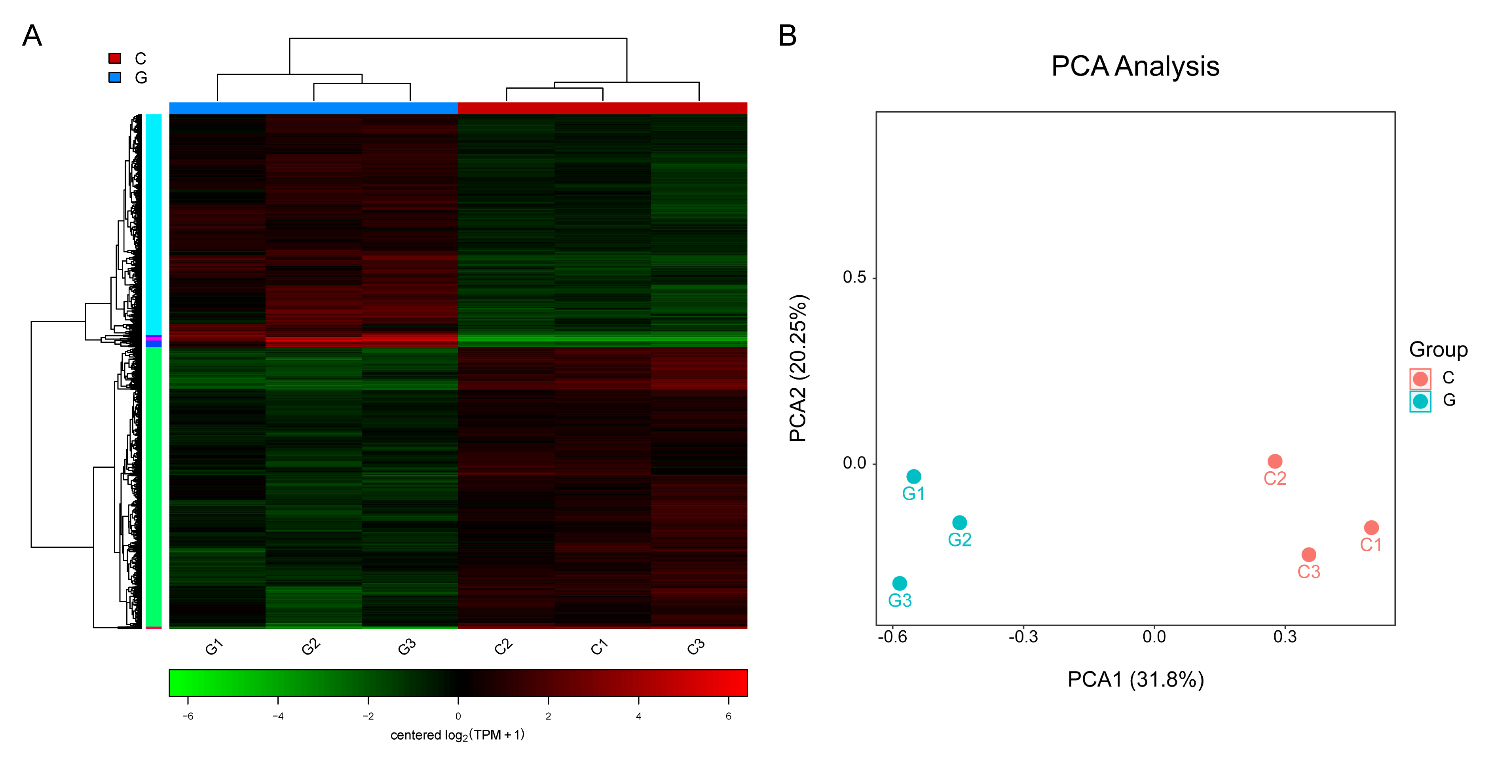

**Supplemental Fig. S1** Transcriptome sequencing analysis in *P. ternata* under heat stress. **(A)** Cluster analysis. The color indicates the relative levels of genes from low (green) to high (red). **(B)** PCA analysis plot.

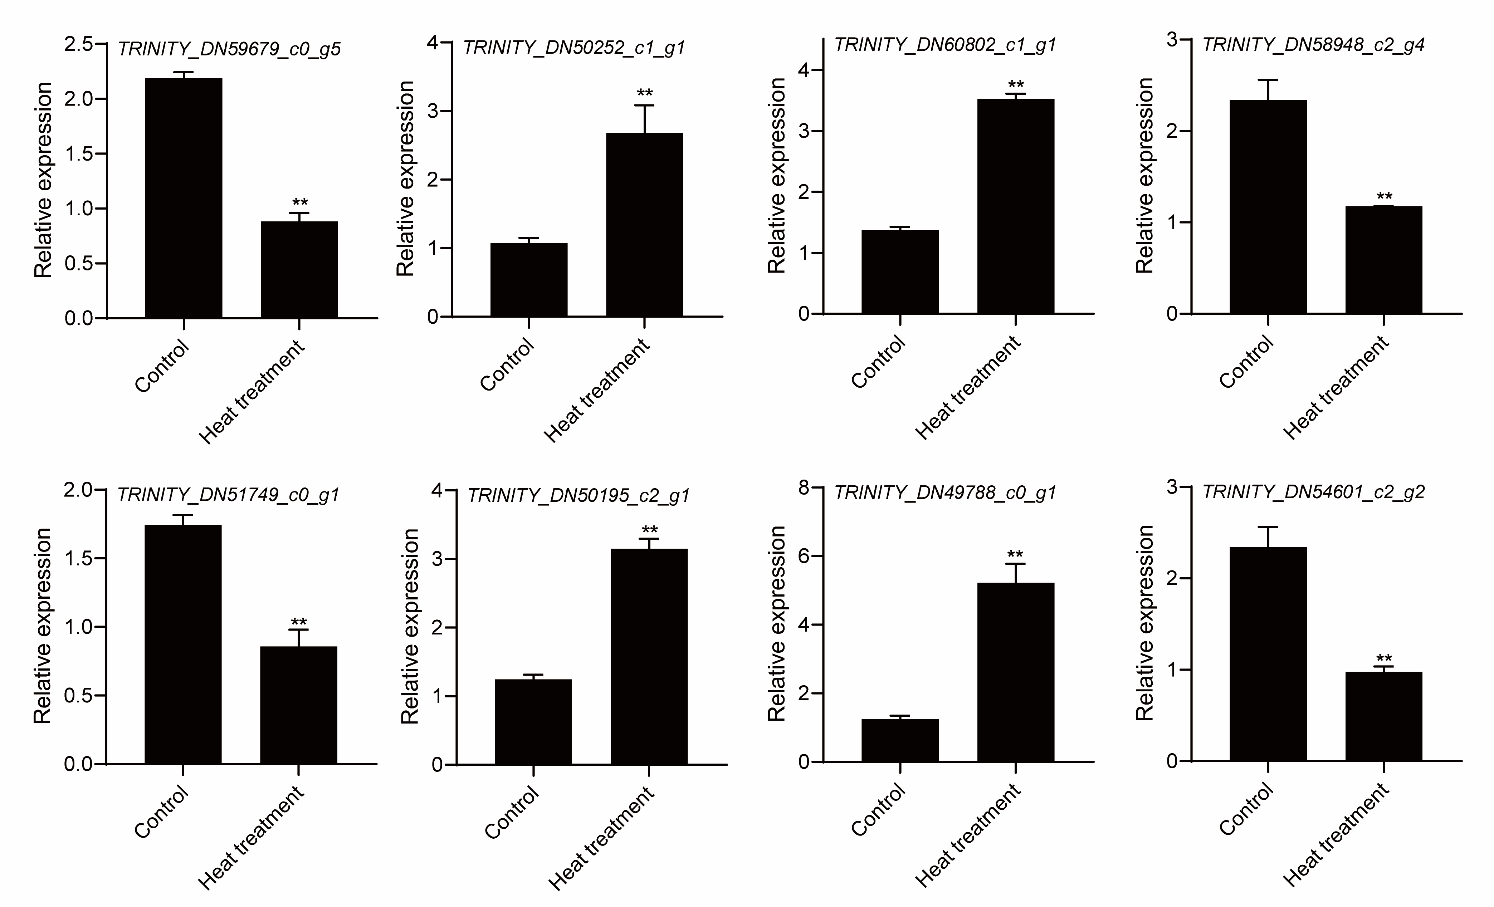

**Supplemental Fig. S2** Quantitative real-time PCR validations of DEGs characterized by transcriptome sequencing. The data is presented as mean ± SD (n = 3). The asterisks indicate significant differences based on the results of the one-way _ANOVA_ test (**P* < 0.05; ***P* < 0.01).

**
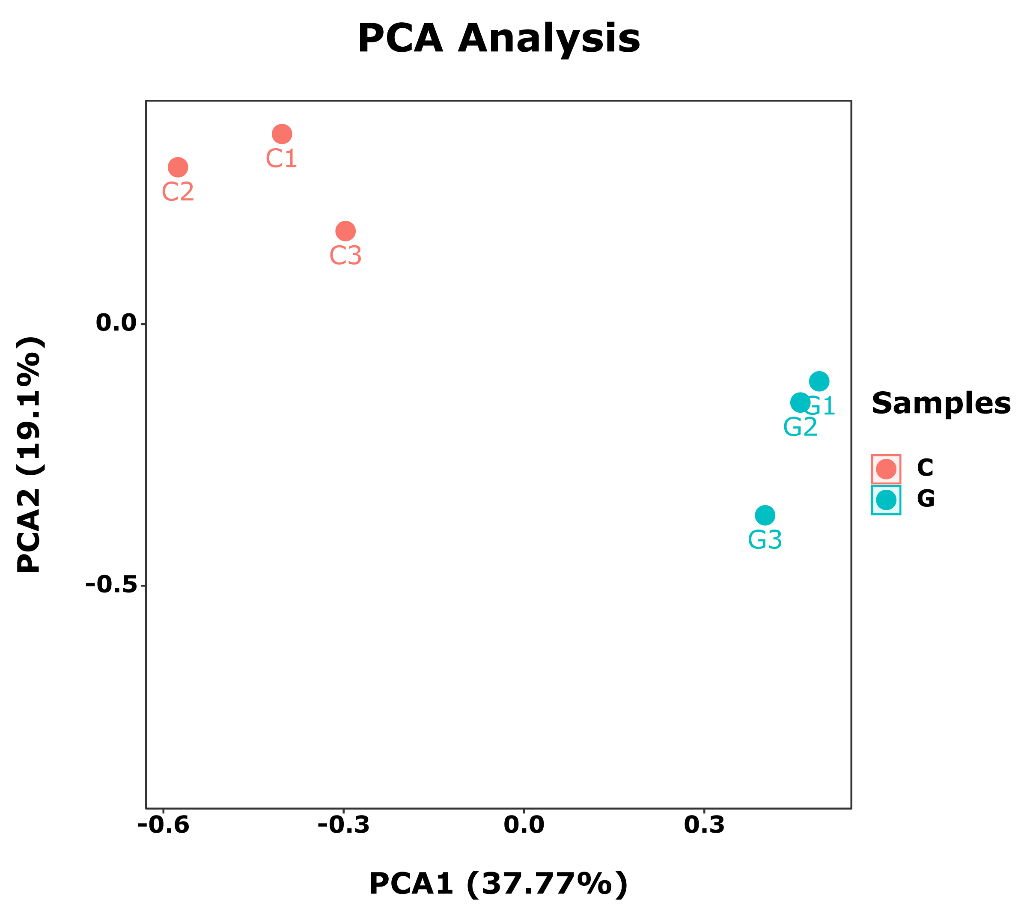
**

**Supplemental Fig. S3** PCA analysis of miRNA sequencing in *P. ternata* under heat stress.

How the deposited data were processed for this re-analysis (not part of the article)

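RNA-seq and miRNA-seq were each measured in 6 leaf libraries of P. ternata seedlings, 3 of control plants and 3 of plants after heat stress. Libraries were grouped by the labels C and G, and heat was compared with control within each assay. 3 libraries against 3 were compared throughout, and no library was pooled or left out of the reported values.

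For the RNA-seq values, the authors sequenced strand-specific libraries on a HiSeq instrument, trimmed the reads, assembled unigenes with Trinity without a genome and estimated abundance with Salmon, and they deposited TPM values. The table held 208217 unigenes in 6 columns, of which 755 were at 0 in every library. Every column summed to the same total, so that the depth of a library could not be read from it. The RNA-seq libraries had 42337638 to 53715890 reads after filtering according to Table S2. For the miRNA-seq values, the authors removed adapters with cutadapt, kept reads of 17 to 35 bases, trimmed by quality with trimmomatic, removed Rfam matches by BLASTN, matched the rest to known mature miRNAs of other plants, and deposited RPM values. The table held 1597 miRNAs. Its RPM values were shares of the reads assigned to those miRNAs, not of all clean reads.

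Whole reads were recovered by dividing each RPM column by the RPM of 1 read. All 9582 values came out whole within 0.01 reads, and the recovered reads summed over the 6 libraries equalled the total in Table S6 for all 1597 miRNAs. The recovered reads came to 6826955 in all, with 871814 to 2039055 in the control libraries and 479324 to 1475482 in the heat libraries. 1 read stood for 0.490 RPM in control replicate 2, the deepest library, and for 2.09 RPM in heat replicate 2, the shallowest. Values below a few RPM therefore rest on single reads, and the reads are given beside the value where a miRNA had few. The deposited RNA-seq values were TPM only, so no count model was fitted to the unigenes.

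Unigenes were tested with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(TPM + 1), for the 68978 unigenes with a mean of at least 1 TPM over the 6 libraries. A unigene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 in size, the thresholds the paper states for its screen with DESeq. miRNAs were tested in the same way on log2(RPM + 1), all 1597 of them, and called at an unadjusted p under 0.05 and a log2 fold change over 1 in size, as in the paper. The count at an adjusted p under 0.05 is given beside it. Families of Table S6 with at least 5 listed miRNAs (35 families, with 560 miRNAs without a family left out) and the 15 groups of predicted targets whose members Table S9 lists in full were tested with fry of limma, with camera at its preset and at an estimated correlation beside it. A pair of Table 3 was counted where both partners passed their test with opposite signs. Similarity of libraries was described by Pearson correlations on the log2 scale and by principal components of centred values. The procedures were tested on simulated data with known changes before use. With 3 libraries against 3, limma recovered 14% of simulated unigene changes of log2 1.5 and 81% of those of log2 3, with 2 false calls. For miRNAs it recovered 63% of changes of log2 2 and 97% of those of log2 4, with 88 false calls at the unadjusted threshold, and edgeR recovered 77% and 100% with 58 false calls. Far fewer unigenes were changed there than were called in the data, so the adjusted p was stricter there. The simulated miRNAs shared the same dispersion and held no library that stands apart. These shares therefore need not hold for the data.

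The items named in the text were chosen by a written rule. It takes every unigene and miRNA that the paper names in its text, Table 3, Fig. 3, Fig. 5 or Table S1, and the members of the gene lists, with those of the highest mean under heat as examples. It adds the 10 largest named rises among unigenes, the 10 largest rises and the 10 largest falls among miRNAs, each past the test with groups that do not overlap, the 5 most abundant miRNAs, and up to 2 rises and 2 falls of unigenes without a name. The gene lists were small heat shock proteins, chaperones and co-chaperones, heat stress transcription factors and MBF1 coactivators, circadian clock and light signalling, chlorophyll breakdown, peroxisome and fatty acid oxidation, starch breakdown and raffinose family sugars, cuticle and wax lipids, organelle RNA editing, histones and chromatin, Rubisco assembly and thiamine synthesis, cysteine proteases, and potyvirus polyproteins. They were built from the names in the part of Table S3 at hand, whose values were seen. Unigenes of Fig. 3 were read from the picture and looked up singly.

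For unigenes the alternatives were a pseudocount of 0.1, no filter, a higher-group mean of at least 5 TPM, rescaling by the median ratio, quantile normalization, robust eBayes, no fold threshold, a replicate block, and each library left out in turn. For miRNAs they were pseudocounts of 0.1 and 10, a mean of at least 1 or 10 RPM, the same rescalings, RPM recomputed without MIR166, the most abundant family, robust eBayes, a replicate block, each library left out, and edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 on the recovered reads. Added later were edgeR without control replicate 2 and the exact test of edgeR, the tool the authors used on their counts. The edgeR and DESeq2 alternatives changed the model and the scaling together, and edgeR without control replicate 2 also the libraries. Every split of 6 libraries into 3 and 3 was also tested, 10 in all for each assay. Replicate numbers are not said to mark shared plants or days, so the block was run as an alternative only.

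Left out were osa-miR2102, which has no entry in the table of RPM, and tests of enrichment or overlap on Tables S3, S4 and S8, of which the copies at hand were incomplete. The family test was not run on the DESeq2 fit. RT-qPCR values of the paper were not recomputed, since the tables used here do not hold them.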

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

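The tests of a virus carried by all plants, of virus load behind the chaperones and of miRNAs outside the MIR396 family were chosen only after the results were seen.

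A signal in unigenes that the paper does not discuss lay far above the control level: the 11 potyvirus unigenes summed to a mean of 2811.3 TPM in the heat libraries (606, 4408.5 and 3419.7 TPM) and to at most 0.0611 TPM in a control library. Heat replicate 1 held the least virus, yet its rise of chaperones and small heat shock proteins, divided by the mean rise of heat replicates 2 and 3, had a median of 1.09 (quartiles 0.951 and 1.23). By list this median was 0.985 for small heat shock proteins and 1.16 for the other chaperones. The rise of those 2 lists was thus about as large in the library with the least virus, although the study picked their members on these libraries. The comparison rests on 1 library, and every heat library held virus, so an effect of its mere presence cannot be told apart from heat. Virus load behind the changes of all called unigenes stays open. The same median was 0.826 (quartiles 0.593 and 1.08), over the bound of 0.8 set in advance against it. That bound did not allow for calls made partly on heat replicate 1, which can raise the ratio. Over the 9934 unigenes called without that library the median was 0.575. Calls made on heat replicates 2 and 3 alone can lower the ratio, so neither median decides. By list the median was 0.542 for cuticle and wax lipids, 0.584 for cysteine proteases, 0.636 for chlorophyll breakdown, 0.699 for peroxisomes and 0.741 for Rubisco assembly. It was 0.866 for histones, 0.913 for starch and raffinose, 1.02 for organelle RNA editing, 1.24 for the clock and 1.33 for heat stress factors. For the potyvirus unigenes themselves it was 0.697. That heat raised a virus which all plants carried also stays open, since 3 of the 11 unigenes were above 0 in at least 1 control library, at levels so low that reads carried over between libraries cannot be told apart from infection. A difference in infection between the plants of the 2 groups, which the design does not record, was not tested.

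Another signal in unigenes outside those the paper discusses was a set of 76 unigenes at 0 in every control library and above 0 in every heat library, with a heat mean of at least 5 TPM. In the opposite direction there were 26, and 0 in either direction of the other 9 splits of the libraries (a description of values, with no p at any threshold). Of the 76, 8 were potyvirus unigenes and 12 of the other 68 shared an assembly cluster with one, and the 68 summed to 1828, 14159 and 11061 TPM in heat replicates 1 to 3, the order in which the virus ran. Strain or clone differences between control and heat plants were tested by whether a control-only unigene had a sibling of the same assembly component that was called higher, which held for 3.85% (1 of 26) against 3.54% of the 2767 other unigenes called lower (Fisher exact test, p = 0.610); with 26 unigenes such differences and a response to heat cannot be told apart. No biological explanation besides heat itself was given by the design, and heat stays open.

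The last pattern lies in 1 small RNA library, control replicate 2, in which 117 miRNAs were at least 10 times above every other library, against at most 6 in any other; they summed to 281057 RPM, gma-miR396e alone to 217089 RPM, and 84 of them are among the 231 that Table S7 lists as lower. The tables argue against its greater depth, since with its reads thinned to 479324 there were still 117 (110 to 125 in 20 draws), and against reads taken by the MIR396 family for the 106 miRNAs outside it, which such reads would lower and not raise. To the members of MIR396 this explanation does not apply, since they hold those reads themselves. Without the family there were 135 such miRNAs, all of them outside it. That count decides nothing, since control replicate 2 held the most of the family (295650 RPM, against at most 110220 RPM elsewhere). Leaving the family out can then only raise the other miRNAs of that library. Small RNA of another plant, a eudicot, stays open: the 2 miRNAs of the eudicot family miR828 were together 2.41 times their mean in the other libraries, between the bounds set in advance, miR403 has no listed miRNA, and a single miRNA of the monocot family miR528 was at 0.970 times. No biological explanation was tested, since the design gives none for 1 control library, and a mislabelled or mixed sample was not tested either.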

How the results depend on the processing

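Tests chosen only after the results were seen were edgeR without control replicate 2 and the exact test of edgeR. For each count below that moved, the cause was not tested.

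The 4142 higher unigenes became 2207 and the 2793 lower ones 1715 without a filter on TPM, and the higher ones 2634 with a higher-group mean of at least 5 TPM. With control replicate 1, 2 or 3 left out there were 2059, 1804 and 1472 higher and 1472, 1770 and 1367 lower; with heat replicate 1, 2 or 3 left out there were 6235, 2030 and 1509 higher and 3699, 1521 and 1546 lower (ranges 1472 to 6235 and 1367 to 3699). The pseudocount, both rescalings, robust eBayes and no fold threshold kept both counts within 1.5 times. Rescaling moved the median log2 fold change of the tested unigenes from 0.167 to 0.0103 (median ratio) or 0.0210 (quantiles). The mean correlation of RNA-seq libraries within a group fell from 0.901 to 0.851 with a pseudocount of 0.1; in the other settings, and for miRNA-seq in every setting, it moved by less than 1 SD.

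The 34 higher miRNAs became 57 after rescaling by the median ratio, 78 after quantile normalization, 57 without the MIR166 family, 60 by DESeq2 and 52 by edgeR without control replicate 2, and 19 to 44 with 1 library left out (19 without heat replicate 2). The 114 lower miRNAs became 70 with a pseudocount of 10, 46 after quantile normalization, 63 without the MIR166 family and 68 by edgeR without control replicate 2, and 63 to 171 with 1 library left out (71 without control replicate 2, 63 without heat replicate 2, 72 without heat replicate 3, 171 without control replicate 3). At an adjusted p under 0.05 limma called 1 miRNA; the edgeR quasi-likelihood test called 0 with all libraries and 0 without control replicate 2 (198, and 52 and 68 without control replicate 2, at an unadjusted p under 0.05 and the fold threshold), DESeq2 24 and the exact test 11. With 1 library left out limma called 0 to 7, with 7 without control replicate 2 and 0 without any 1 of the other 5.

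Families passing were 0 by fry (5 at an unadjusted p under 0.05), 4 by camera at its preset correlation, 0 at an estimated one, 0 by edgeR and 0 to 2 with 1 library left out (2 without control replicate 2). Groups of predicted targets passing were 0 by fry (4 at an unadjusted p under 0.05), 1 without a filter on TPM, 3 at 5 TPM, 0 by camera at either correlation and 0 to 3 with 1 library left out (3 without heat replicate 2). The 13 pairs of Table 3 became 6 to 12 with 1 library left out: of RNA-seq, 8 without control replicate 1 and 7 without control replicate 3; of miRNA-seq, 8 without control replicate 1, 6 without control replicate 2 and 8 without heat replicate 3. They were 9 to 19 entries in the other settings, all within 1.5 times; 1 pair stands in 2 entries, so that the 19 of the edgeR quasi-likelihood test are 18 distinct pairs and the 18 of the exact test 17.

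The log2 fold change of ghr-miR160 was 1.11 and turned to −0.78 without heat replicate 2 (up to 2.45 without another library). The log2 fold change of ppe-miR8123-3p was 1.81 and turned to −0.58 without heat replicate 2 (up to 3.41). The log2 fold change of ppe-miR6262 was −0.89, ran from −1.91 to 0.88 with 1 library left out, 0.88 being the value without control replicate 2, and was 1.39 by edgeR without that library. By the same edgeR fit the log2 fold change of gma-miR396e was 0.18 and the log2 fold change of gma-miR396h was 0.39, against −3.10 and −2.62 by limma with all libraries. Over the 51 named miRNAs, 837 of 955 values under alternatives kept direction and side of the threshold, 72 lost and 40 gained a call, and these 6 turned; over the 136 named unigenes, 1500 of 1768 kept both, 232 lost and 36 gained a call, and 0 turned.

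A replicate block gave 3296 higher and 2479 lower unigenes, 28 higher and 97 lower miRNAs and 0 miRNAs at adjusted p (limma, with those 28 and 97 at the unadjusted threshold). Deviations of libraries of equal number correlated at r −0.135, −0.0562 and 0.145 for RNA-seq and −0.0733, 0.0752 and −0.0875 for miRNA-seq. Libraries of unlike number ran from −0.156 to 0.253 for RNA-seq and from −0.133 to 0.192 for miRNA-seq. No pairing was seen, and 3 libraries per group are too few to exclude it.

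Depth limits the rare miRNAs: 1 read is 0.490 to 2.09 RPM, and 1446 of 1597 miRNAs had a mean of at least 1 RPM. TPM keep no depth, so the precision of single unigenes could not be computed from reads.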

Differences from the paper's values

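Tests chosen only after the values were seen were edgeR without control replicate 2 and the exact test of edgeR; all other alternatives were set before the data were examined.

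The paper screened unigenes with DESeq, while limma was run here on log2(TPM + 1) after a filter, so the counts below come from unlike tests. The paper gives 2244 unigenes higher, and 4142 were found. No filter (2207), at least 5 TPM (2634), the median ratio (2944), quantiles (2969), the replicate block (3296) and leaving out control replicate 1 (2059) or 2 (1804) or heat replicate 2 (2030) or 3 (1509) came within 1.5 times of the paper's value; a pseudocount of 0.1 (3584), robust eBayes (4061), no fold threshold (4473) and leaving out control replicate 3 (1472) or heat replicate 1 (6235) did not. The paper has more lower than higher unigenes; here the higher were more numerous (4142 against 2793), and the lower were so only after rescaling by the median ratio (2944 against 3910) or quantiles (2969 against 3587) and without heat replicate 3 (1509 against 1546).

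The paper gives 92 miRNAs higher, and 34 were found. Of the alternatives set in advance only quantile normalization (78) came within 1.5 times; the others gave 19 to 60, among them the edgeR quasi-likelihood test with 51 and DESeq2 with 60. The paper gives 231 miRNAs lower, and 114 were found. Only leaving out control replicate 3 (171) came within 1.5 times; the other alternatives set in advance gave 46 to 147. The exact test of edgeR, chosen after the values were seen, gave 46 and 163, and it drops 115 of the paper's 323. It reached the paper's lower miRNAs within 1.5 times (163) but not the higher ones. At an adjusted p under 0.05, Table S7 of the paper has 3 miRNAs and limma called 1. No alternative set in advance came within 1.5 times (0, 1, 7 without control replicate 2, 24 by DESeq2), nor did the exact test (11).

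Of the NAC, bHLH, WRKY and bZIP families, the paper gives 14 members lower, and 6 were found by limma on log2(TPM + 1), a test unlike the paper's. No alternative set in advance came within 1.5 times (4 to 9). Fig. 3 shows 16 members of these families, 11 of them with a negative log2 fold change here, fewer members than the sum of those the paper gives as lower and higher.

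The paper's log2 fold changes come from edgeR on reads. Those found here are differences of mean log2(RPM + 1), a scale that understates the change of low miRNAs. The log2 ratio of mean RPM was −4.17 for ptc-miR156k, 3.84 for ghr-miR160 and 5.31 for ppe-miR8123-3p. In all of them a single library held most reads of the higher group. For ptc-miR156k, the paper's log2 fold change is −3.499915672, and −2.0025 was found. Within the error of the paper's value were a pseudocount of 0.1 (−4.00) and leaving out control replicate 1 (−2.68). So were the edgeR quasi-likelihood test (−3.47) and DESeq2 (−3.49), and all other alternatives set in advance were not. The error meant here is the standard error from limma on these libraries. For ghr-miR160, the paper's log2 fold change is 3.623852331, and 1.1089 was found. Leaving out heat replicate 1 (2.45), the edgeR quasi-likelihood test (3.55) and DESeq2 (3.79) came within the error, and the other alternatives set in advance did not. For ppe-miR8123-3p, the paper's log2 fold change is 5.013405557, and 1.8148 was found. Leaving out heat replicate 1 (3.41), the edgeR quasi-likelihood test (5.01) and DESeq2 (5.16) came within the error, and the other alternatives set in advance did not. The exact test of edgeR, chosen after the values were seen, was within 0.0860 of every log2 fold change in Table S7 and drops 115 of its 323 miRNAs.

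All 323 miRNAs of Table S7 had the direction found here. Of these, limma called 112, the edgeR quasi-likelihood test 198 and, chosen after the values were seen, the exact test 208, so that it drops 115. The edgeR quasi-likelihood test called 0 miRNAs outside Table S7 (198 at an unadjusted p under 0.05 and the fold threshold in all, and 148 by limma). In Table S7 the adjusted p of 121 miRNAs exceeds that of a miRNA with a larger p, an order that adjustment by rank cannot give. The logarithm of their p correlated at −0.0214 with that of the edgeR quasi-likelihood test, against 0.964 for the other 202, and that test called 18 of the 121 and 180 of the 202. Of the miRNAs of Table 3, 10 are among the 121.

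Of the 26 miRNAs of Table 3, all of which the paper calls, limma called 9 and the edgeR quasi-likelihood test 15. The miRNAs not called by limma were called as follows. The edgeR quasi-likelihood test called ath-miR865-5p, gma-miR396e, gma-miR396h, mes-miR477a, mtr-miR5561-3p, ppe-miR482a-5p, ppe-miR8123-3p and ptc-miR156k. DESeq2 called ath-miR865-5p, ghr-miR160 and ppe-miR482a-5p. Robust eBayes called mtr-miR5561-3p, a pseudocount of 0.1 ptc-miR156k, and the 2 rescalings and RPM without MIR166 ppe-miR482a-5p. The replicate block called gma-miR396e and gma-miR396h. Leaving out control replicate 1 called ath-miR865-5p, mtr-miR5561-3p and ptc-miR156k, control replicate 3 bra-miR172c-5p, and heat replicate 1 ppe-miR482a-5p. Of the tests chosen after the values were seen, edgeR without control replicate 2 called ghr-miR160 (log2 fold change 3.86) and ppe-miR8123-3p (5.27) and drops 66.6% of the paper's 323 miRNAs, and the exact test called ghr-miR160 (3.61), osa-miR2931, ppe-miR6275 and all those of the edgeR quasi-likelihood test but ppe-miR482a-5p and drops 115. No setting called cme-miR169q, hvu-miR6214, osa-miR5795, ppe-miR6262 or ppt-miR2083-5p. Outside Table 3, bdi-miR7713-5p was called by both edgeR tests, by edgeR without control replicate 2 and by DESeq2, not by limma. Of the 41 entries of Table 3, which are 40 distinct pairs, 13 passed by limma, 19 (18 distinct pairs) by the edgeR quasi-likelihood test, 14 by DESeq2 and, chosen after the values were seen, 12 by edgeR without control replicate 2 and 18 (17 distinct pairs) by the exact test. Table 3 holds 26 miRNAs and 39 targets, and the text of the paper gives 25 and 41.

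Of the 39 targets of Table 3, 34 were called. Of the other 5, TRINITY_DN66595_c1_g1 and TRINITY_DN72360_c2_g1 were called with at least 5 TPM, after either rescaling and without heat replicate 1, and TRINITY_DN71553_c1_g1 with a pseudocount of 0.1, after either rescaling and without heat replicate 1. TRINITY_DN61930_c1_g1 was called without control replicate 2 and TRINITY_DN62493_c1_g2 without control replicate 3. Of the 38 transcription factors of Fig. 3, 27 were called. After either rescaling, TRINITY_DN63375_c1_g1, TRINITY_DN49475_c2_g2, TRINITY_DN59679_c0_g5, TRINITY_DN64172_c0_g4 and TRINITY_DN69647_c1_g2 were called too, and TRINITY_DN58948_c2_g4 after the median ratio and with at least 5 TPM. A pseudocount of 0.1 called TRINITY_DN64172_c0_g4. Without heat replicate 1, TRINITY_DN49475_c2_g2, TRINITY_DN64172_c0_g4 and TRINITY_DN67004_c1_g2 were called. Without control replicate 2, TRINITY_DN59679_c0_g5 and TRINITY_DN76000_c7_g2 were, without control replicate 3 TRINITY_DN69647_c1_g2, and without heat replicate 3 TRINITY_DN68955_c0_g5. No setting called TRINITY_DN49101_c1_g2 or TRINITY_DN74040_c3_g3. Of the 705 unigenes of Table S3 at hand, 589 were called. Of the other 116, 78 were called without heat replicate 1, 18 with no fold threshold, 17 with a pseudocount of 0.1, 15 with the replicate block, 8 with at least 5 TPM, and 2, 1, 3 and 6 without control replicate 1, control replicate 2, heat replicate 2 and heat replicate 3; 16 were called under no setting. Of 13 list members not called, 6 were called without heat replicate 1: TRINITY_DN56940_c0_g1, TRINITY_DN64386_c0_g1, TRINITY_DN62687_c2_g3, TRINITY_DN59666_c0_g1, TRINITY_DN75516_c2_g1 and TRINITY_DN67651_c1_g2. The last 2 of these and TRINITY_DN67526_c1_g1 were called with a pseudocount of 0.1 and with no fold threshold, TRINITY_DN68955_c0_g5 without heat replicate 3, and the other 5 under no setting.

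The paper calls the expression of the 2 HSF genes reversed, without naming the reference; here both were higher (log2 fold change 2.13 for TRINITY_DN52050_c0_g5 and 1.94 for TRINITY_DN50195_c2_g1), also after rescaling by the median ratio and without heat replicate 1. The reads of the small RNA libraries in the text of the paper are 10 times lower than those in its Table S5, which gives 15007467 to 31086286 clean reads.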

Other observations

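2 unigenes named after GIGANTEA, a clock protein of plants, were higher under heat. TRINITY_DN58776_c0_g2 was at 4.07 ± 1.08 TPM (SD, n = 3) in the control libraries and 32.0 ± 7.20 TPM (SD, n = 3) under heat (log2 fold change 2.70, standard error 0.27, adjusted p = 0.000397 from limma), and TRINITY_DN71272_c0_g2 was at 9.40 ± 1.53 TPM (SD, n = 3) in the control libraries and 41.6 ± 18.7 TPM (SD, n = 3) under heat (log2 fold change 1.94, standard error 0.34, adjusted p = 0.00817 from limma). TRINITY_DN74143_c5_g1, named after the pseudo-response regulator PRR95, was at 8.26 ± 2.20 TPM (SD, n = 3) in the control libraries and 27.1 ± 5.83 TPM (SD, n = 3) under heat (log2 fold change 1.61, standard error 0.27, adjusted p = 0.00678 from limma). TRINITY_DN57044_c0_g1, named after MAH1, an alkane hydroxylase of wax synthesis, was at 5.83 ± 2.16 TPM (SD, n = 3) in the control libraries and 32.5 ± 16.2 TPM (SD, n = 3) under heat (log2 fold change 2.23, standard error 0.38, adjusted p = 0.00680 from limma). TRINITY_DN29026_c0_g1, a pentatricopeptide repeat protein, was at 2.51 ± 0.921 TPM (SD, n = 3) in the control libraries and 19.8 ± 1.36 TPM (SD, n = 3) under heat (log2 fold change 2.60, standard error 0.27, adjusted p = 0.000454 from limma). These are members of lists whose counts stand in the passages.

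Among miRNAs past the unadjusted threshold, osa-miR399a was at 1465 ± 435 RPM (SD, n = 3) in the control libraries and 192 ± 189 RPM (SD, n = 3) under heat (log2 fold change −3.57, standard error 0.90, unadjusted p = 0.00382 and adjusted p = 0.341 from limma), with 962, 2942 and 1666 reads in control replicates 1 to 3 and 413, 13 and 223 reads in heat replicates 1 to 3. Another miRNA of the name miR399 went the other way: ptc-miR399h was at 15.7 ± 9.02 RPM (SD, n = 3) in the control libraries and 194 ± 203 RPM (SD, n = 3) under heat (log2 fold change 3.20, standard error 0.83, unadjusted p = 0.00452 and adjusted p = 0.341 from limma). Of unigenes without a name, TRINITY_DN65933_c0_g1 fell (log2 fold change −8.83, standard error 0.60, adjusted p = 5.6e-05 from limma), from 1132.1, 535 and 1269 TPM in control replicates 1 to 3 to 5.11, 0.334 and 0 TPM in heat replicates 1 to 3. TRINITY_DN64202_c0_g2 was listed at 0 in every control library and at 213, 2646 and 2228 TPM in heat replicates 1 to 3, and TRINITY_DN73846_c1_g1 at 0 and at 216, 2508 and 1206 TPM. Both belong to the 76 unigenes seen in heat libraries only. They were lowest in heat replicate 1 and highest in heat replicate 2, as the potyvirus unigenes together were. Whether they come from the plant or from a virus was not tested.

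The 6 libraries of an assay make 10 splits into 3 and 3, too few for a share under 0.05. The other splits have no direction of their own. For them the larger of the higher and lower counts was therefore set beside the real higher count and the real lower count. The number of splits with a result as large, the real one included, was 1 for unigenes higher (4142, highest other 0), 1 for unigenes lower (2793, highest other 0), 6 for miRNAs higher (34, highest other 90), 1 for miRNAs lower (114, highest other 90), 1 for miRNAs at adjusted p (1, highest other 0) and 1 for pairs of Table 3 (13, highest other 0). It was 10 for miRNA families and 10 for groups of predicted targets, where the real split gave 0 by fry, as did every other split. For the pairs of Table 3 the comparison decides nothing. A pair needs a called unigene, and every other split called 0, so that no pair could count there. The study had also chosen the pairs on the real grouping. The real split gave 5 families and 4 groups at an unadjusted p under 0.05, and camera gave 4 and 0 at its preset correlation and 0 and 0 with an estimated one. The split with 90 miRNAs set control replicates 1 and 2 and heat replicate 2 against the other libraries, where 90 were lower and 13 higher.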
